# Transcriptomic profiling of tall fescue in response to heat stress and improved thermotolerance by melatonin and 24-epibrassinolide

**DOI:** 10.1186/s12864-018-4588-y

**Published:** 2018-03-27

**Authors:** Mohammad Nur Alam, Lihua Zhang, Li Yang, Md. Rabiul Islam, Yang Liu, Hong Luo, Pingfang Yang, Qingfeng Wang, Zhulong Chan

**Keywords:** 24-epibrassinolide, Antioxidant, Gene expression, Heat stress, Melatonin, Tall fescue, Transcriptomic analysis

## Abstract

**Background:**

Tall fescue is a widely used cool season turfgrass and relatively sensitive to high temperature. Chemical compounds like melatonin (MT) and 24-epibrassinolide (EBL) have been reported to improve plant heat stress tolerance effectively.

**Results:**

In this study, we reported that MT and EBL pretreated tall fescue seedlings showed decreased reactive oxygen species (ROS), electrolyte leakage (EL) and malondialdehide (MDA), but increased chlorophyll (Chl), total protein and antioxidant enzyme activities under heat stress condition, resulting in improved plant growth. Transcriptomic profiling analysis showed that 4311 and 8395 unigenes were significantly changed after 2 h and 12 h of heat treatments, respectively. Among them, genes involved in heat stress responses, DNA, RNA and protein degradation, redox, energy metabolisms, and hormone metabolism pathways were highly induced after heat stress. Genes including *FaHSFA3*, *FaAWPM* and *FaCYTC2* were significantly upregulated by both MT and EBL treatments, indicating that these genes might function as the putative target genes of MT and EBL.

**Conclusions:**

These findings indicated that heat stress caused extensively transcriptomic reprogramming of tall fescue and exogenous application of MT and EBL effectively improved thermotolerance in tall fescue.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4588-y) contains supplementary material, which is available to authorized users.

## Background

Heat stress has become the major limiting factor for inhibition of plant growth and development and is causing severe reduction of crop yield worldwide [1]. In response to heat stress, various molecular pathways and relevant physiological processes were modulated in plants, resulting in increase of misfolding proteins which were bound to HSP70/90 and released HSFA1s to activate downstream heat stress responsive genes [2–5]. During plant heat stress response, a series of metabolic alterations occur, including overproduction of reactive oxygen species (ROS) and reactive nitrogen species (RNS), lipid peroxidation producing the end product like malondialdehide (MDA), photoinhibition, protein denaturation and degradation, and accumulation of compatible solutes [4–7].

Melatonin (N-acetyl-5-methoxytryptamine) was discovered by McCord and Allen [8] in bovine pineal gland and found to act as a neurohormone contributing to many physiological events in animals [9–11]. Melatonin was considered exclusively as an animal hormone till a couple of decades ago when two independent groups simultaneous had discovered melatonin in edible plants [12, 13]. Melatonin existed among the plant species from the lowest ng kg^-1^ to maximum mg kg^-1^ as dry weight [14]. Evidences showed that melatonin had functioned as a ubiquitous, amphiphilic and pleiotropic signaling molecule to modulate numerous cellular, physiological and molecular pathways in plant and animal kingdom [7, 9, 15–20]. Recent studies revealed that melatonin played the vital roles in lateral root formation, germination control, plant growth and biotic and abiotic stress responses [21–28]. It was also noted that melatonin played the key roles during leaf senescence and cell death processes in plants through regulation of genes *IAA17*, *SEN* and *SAG* [20, 24]. Brassinosteroids (BRs) were involved in numerous physiological and biochemical processes including leaf senescence, promotion of cell expansion and elongation, signal transduction, as well as adaptation to a variety of environmental stresses [29–37]. 24-epibrassinolide (EBL) and 28-homobrassinolide (HBL) are commercially available BRs. Exogenous application of EBL stimulated plant tolerance to chilling, salt, heat stress, heavy metals and oxidative stresses [38–48].

Tall fescue (*Festuca arundinacea* Schreb.), a perennial cool-season turfgrass, is one of the most important and intensively studied grass species globally [49]. Heat stress induced ROS accumulation and increased activities of antioxidant enzymes in various tall fescue accessions [4, 50]. Jiang and Huang observed that gene encoding cytosolic-heat shock protein (*HSC70*) in two tall fescue cultivars had been induced after drought and ABA treatments [51]. Moreover, heat and drought stresses simultaneously deduced the gene expression of *psbB* and *psbC*, but induced the expression of *psbA*. Two genes encoding heat shock protein (*HSP*) in tall fescue displayed higher transcript abundance after heat treatment and basal transcript level during the recovery stage [5]. An A2-type *FaHsfA2c* gene was induced by heat stress and overexpression of *FaHsfA2c* in tall fescue increased plant heat tolerance through modulation of photosynthesis and heat stress responsive genes [52]. RNA sequencing analysis identified 12,974 unigenes as differentially expressed genes in two tall fescue genotypes after long term heat stress treatment [53]. Those results provided us the valuable information to dissect the heat stress responsive mechanisms of tall fescue. However, the effects of short term heat stress on tall fescue at early development stages were elusive.

In this study, we investigated the effects of MT and EBL pretreatments on heat stress tolerance in tall fescue, and how MT and EBL affected tall fescue at physiological and transcriptomic levels. We observed that heat stress caused extensively transcriptomic reprogramming in tall fescue and application of MT and EBL on tall fescue significantly changed redox and hormone related pathways.

## Methods

### Plant material and growth conditions

Tall fescue (*Festuca arundinacea* Schreb.) variety Fire Phoenix ΙΙ was provided by Beijing Clover Group. Seeds were surface-sterilized with 5. 25% (*w*/*v*) sodium hypochlorite (NaClO), and rinsed 4 times with sterile water. After stratification at 4 °C for 4 days, the seeds were sown in MS medium plates (11. 5 cm × 11. 5 cm × 1. 5 cm) containing 1% (w/v) sucrose [54]. The plates were then kept at the growth room supplemented with 200 μmol/m^2^/s fluorescent light under the photoperiod of 16/ 8 h (light/dark), 23 °C temperature, and 65% relative humidity.

### Heat treatments and experimental design

Melatonin and 24-epibrassinolide (Sigma-Aldrich, MO, USA) were dissolved into 99.97% ethanol (w/v), then 50 mM and 1 mM stock solutions were prepared for MT and EBL, respectively. Eight days old seedlings were transplanted into the transparent plastic pots (height: 13 cm, top diameter: 9 cm, bottom diameter: 7 cm) containing MS medium supplemented with indicated amount of MT, EBL or water (Control). After 2 days cultivation, all seedlings were imposed in the growth chamber with 38 °C and 42 °C temperature for 2, 6, 12, and h. After indicated time points, the shoots of seedlings were immediately collected and stored at − 80 °C refrigerator for the physiological and biochemical analyses.

### Measurement of fresh weight and plant height of tall fescue

After heat treatment at 38 °C, all plants were transferred to room temperature for recovery. Shoot fresh weight and plant height were measured after 2 days recovery.

### Quantification of ROS, antioxidant enzymes and protein content

After heating treatment for 6 and 12 h, seedling shoot (about 0.2 g) was collected and frozen using liquid nitrogen immediately. All shoot materials were homogenized and ground with sterile pestle and mortar. Then 1. 6 mL 0.1 M sodium phosphate buffer (pH 7. 4) was added and centrifuged the tubes at 12,000 *g* at 4 °C for 15 min. The supernatant was transferred to a fresh 1. 5 ml tubes for the quantification of antioxidant enzymes, ROS and protein content.

Hydrogen peroxide (H_2_O_2_) content was measured according to the method of titanium sulfate as described by Hu et al. [55]. H_2_O_2_ content was calculated based on the standard curve and expressed as μmol g^-1^ fresh weight. Superoxide anion radical (O_2_^−^) was quantified using the Plant O_2_•^−^ ELISA Kit (10–40–488, Bejing Dingguo, Beijing, China) as previously described [27, 28]. The superoxide anion radical was calculated according to the manufacturer’s protocol and expressed as U/mg tissue.

The total protein content was measured as described by Bradford [56] using bovine serum albumin (BSA) as the standard.

The activities of catalase (CAT, EC 1. 11. 1. 6), peroxidase (POD, EC 1. 11. 1. 7) and superoxide dismutase (SOD, EC 1. 15. 1. 1)were assayed using CAT Assay Kit (A007–1, Nanjing Jiancheng, Nanjing, China), Plant POD Assay Kit (A084–3, Nanjing Jiancheng, Nanjing city, China) and Total SOD Assay Kit (S0102, Nanjing Jiancheng, Nanjing, China), respectively, as described by Shi et al. [27, 28].

### Measurement of MDA and electrolyte leakage

MDA and electrolyte leakage (EL) are the marker/indicator of cell membrane stability. The MDA content was extracted using thiobarbituric acid (TBA) regent, and quantified via determining the absorbance of the supernatant at 450 nm, 532 nm and 600 nm as previously described [28]. EL was assayed using a conductivity meter (Leici-DDS-307A, Shanghai, China) as previously described [28]. The relative EL was then calculated using the following formula: EL (%) = (C_i_/C_max_) × 100.

### Measurement of chlorophyll

Chlorophyll (Chl) content was measured according to the method as described by Frank et al. with slight modification [57]. Briefly, 100 mg fresh leaves were collected and ground with sterile pestle and mortar. The samples were transferred into 4 mL tubes, and then 2.0 mL 96% ethanol was added. After mixing well, the tubes were stratified at 4 °C for 2 days. The samples were centrifuged at 12000 *g* at 4 °C for 1 min, and then OD value of supernatant was assayed with spectrophotometer (Tecan M200 Pro, Mannedorf, Switzerland) at 665 nm and 649 nm wavelengths. Chlorophyll content (a & b) was calculated using the following formulas where A is the Absorbance [58]: Chl (a) = 13.95 × A665–6.88 × A645; Chl (b) = 24.96 × A649–7. 32 × A665.

### RNA sequencing analysis

The leaves of control and heat treated seedlings were collected for RNA isolation. RNA integrity and purity were checked with the Bioanalyzer 2100 system (Agilent Technologies, CA, USA) and the NanoPhotometer® spectrophotometer (IMPLEN, CA, USA), respectively. RNA sequencing analysis was conducted by Novogene Corporation (Beijing, China). Briefly, NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA) was used to generate sequencing libraries with 3 μg RNA according to manufacturer’s protocol. The libraries were then sequenced on an Illumina Hiseq platform after cluster generation and 125 bp/150 bp paired-end reads were generated. Low quality reads, ploy-N from raw data and reads containing adapter were removed to generate clean reads. Transcriptome assembly was performed based on the left.fq and right.fq files using Trinity [59]. Gene function annotation was accomplished based on the databases including Nr, Nt, Pfam, KOG/COG, Swiss-Prot, KO and GO. Gene expression level changes were estimated by RSEM [60]. Differential gene expression analysis of heat stress versus control condition was performed using the DESeq R package (1. 18.0). To minimize the false discovery rate, the *p*-values were adjusted using the Benjamini and Hochberg’s approach. Genes with a fold change ≥ 2 and an adjusted p-value ≤ 0.05were assigned as differentially expressed. Two biological replicates were used for each sample. The clean data were submitted to the Gene Expression Omnibus (GEO) database with accession number of GSE101699.

### Gene ontology (GO) term and pathway enrichment and cluster analyses

Genes with *P*-value ≤ 0.05 and fold change ≥ 2 were used for GO term and pathway enrichment analyses through the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) [61]. The annotated TAIR IDs of each tall fescue gene were loaded. MapMan (http://mapman.gabipd.org/home) [62] and and GO (ftp://ftp.arabidopsis.org/home/tair/Ontologies/Gene_Ontology) were used as classification sources for pathway and GO term enrichment analyses, respectively. The normalized frequency (NF) of each functional category was calculated as following: NF = sample frequency of each category in each sample/background frequency of each category in Arabidopsis genome. For hierarchical cluster analysis, the data sets of specific genes were analyzed with the CLUSTER program (http://bonsai.hgc.jp/~mdehoon/software/cluster/software.htm) using an uncentered matrix and complete linkage method [63]. The resulting tree figures were displayed using Java Treeview (http://jtreeview.sourceforge.net/) as described by Chan et al. [64].

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from plant shoots using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and treated with RNase-free DNase (Promega, Madison, WI, USA). Five μg RNA (Conc. 500 ng/μL) DNA-free total RNA was reverse transcribed into first-strand cDNA with reverse transcriptase (TOYOBO, Ohtsu, Japan). qRT-PCR was conducted with CFX96 Real Time System (Bio-Rad, Richmond, CA, USA) with SYBR-green fluorescence. The thermal cycle program was as following: 95 °C for 5 min, 45 cycles of 95 °C for 10s and 60 °C for 30s; 95 °C for 5 min, 65 °C for 5 s, 95 °C for 1 min. Detailed fold change of each gene was calculated using the 2^−ΔΔCT^ method. Gene-specific primers for qPCR were listed in the Additional file 1: Table S1. Tall fescue *Alpha Tubulin* (Accession No. GT051159) was used as internal control.

### Statistical analysis

The whole experiments were repeated three times in this study. The mean (±SD) was the average of three biological replicates. Letters on the bar indicate significant difference at *P* ≤ 0.05 level (Duncan test) among different treatments compared to untreated control. The statistical analysis was performed using the software SPSS 16.0 followed by One-Way ANOVA.

## Results

### Effects of exogenous MT and EBL on plant growth under heat stress

As a cool season turfgrass, tall fescue is relatively susceptible to high temperature. At 6 and 12 h after 42 °C heat treatments, only 51 and 25% plants were survival, respectively. The growth of tall fescue was severely inhibited even after very short term of heat treatment at 42 °C as evidenced by significantly decreased plant height and fresh weight after 3 h treatment (Additional file 2: Figure S1). In this study, we then selected mild high temperature at 38 °C for further experiment. Based on preliminary experiment, 20 μM MT and 0. 1 μM EBL treated tall fescue plants showed relatively lower electrolyte leakage (EL), and these concentrations were selected for the final experiment (Additional file 3: Figure S2). Heat treatment for 12 h significantly reduced plant fresh weight and slightly declined plant height in tall fescue (Fig. 1). Under heat stress condition, MT and EBL pretreated seedlings exhibited higher fresh weight than that in non-treated control (Fig. 1a, b). MT and EBL pretreatment did not affect seedling growth under non-stressed condition and plant height after heat treatment. These results indicated that MT and EBL pretreatments were effective to improve heat stress tolerance of tall fescue.

**Fig. 1:**
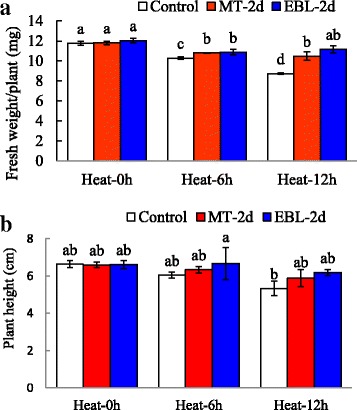
Effects of exogenous melatonin and 24-epibrassinolide on growth of tall fescue seedlings under heat stress condition. **a** Shoot fresh weight; **b** Shoot height. Eight days old seedlings on control MS plates were transplanted into MS medium containing 20 μM melatonin (MT)or 0. 1 μM 24-epibrassinolide (EBL) for 2 d, and then heat stress was applied for indicated time. Tall fescue seedlings were moved to room temperature for 2 d recovery, and then plant weight and shoot height were measured. Data were means ±SE of three biological replications. Bars with different letters indicate significant difference at *P*≤0.05 (Duncan test)

### Effects of MT and EBL on EL, chlorophyll content and total protein content under heat stress

EL is the efficient indicator of cell membrane stability. Heat treatment caused significantly increased EL in all seedlings. However, MT and EBL pretreatments significantly reduced EL under heat stress condition (Fig. 2a). Heat stress treatment decreased chlorophyll and protein contents in tall fescue seedlings, indicating that heat stress largely affected plant photosynthesis and protein metabolism pathways (Fig. 2b, c). MT and EBL pre-treated plants showed significantly higher chlorophyll content and total protein content under both control and heat stress conditions when compared with controls (Fig. 2b, c). These results indicated that exogenous MT and EBL might compensate the damages caused by heat stress in tall fescue.

**Fig. 2:**
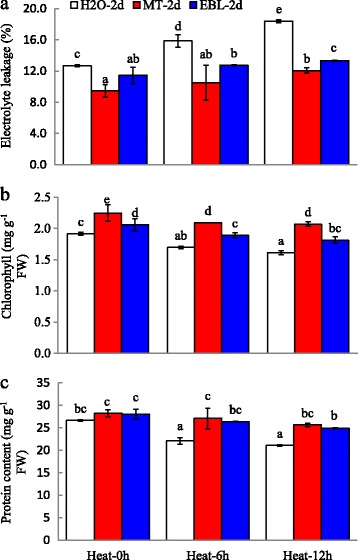
Effects of exogenous melatonin and 24-epibrassinolide on EL, chlorophyll and total protein contents of tall fescue seedlings under heat stress condition. **a**: electrolyte leakage; **b**: chlorophyll content; **c**: total protein content. Eight days old seedlings on control MS plates were transplanted into MS medium containing 20 μM melatonin (MT) or 0. 1 μM 24-epibrassinolide (EBL) for 2 d, and then heat stress was applied for indicated time. For EL and chlorophyll determination the seedlings were moved to room temperature for 2 d recovery, but plant materials was collected immediately after heat stress for protein analysis. Data were means ±SE of three biological replications. Bars with different letters indicate significant difference at *P*≤0.05 (Duncan test)

### Effects of MT and EBL on ROS and cell membrane stability under heat stress

Hydrogen peroxide (H_2_O_2_) and superoxide anion radical (O_2_^**−**^) create oxidative stress in organisms which cause bases damage of any components, as well as strand breaks in DNA and RNA. To evaluate the effects of MT and 24-EBL on ROS metabolisms in tall fescue under heat stress, the contents of H_2_O_2_ and O_2_^**−**^ were measured. As shown in Fig. 3, H_2_O_2_ and O_2_^**−**^ production significantly increased after heat treatment when compared to control samples grown at 23 °C (Fig. 3a, b). Moreover, MT and EBL pre-treated seedlings exhibited lower and O_2_^**−**^ content than non-pretreated control plants when grown under heat stress condition. These results indicated that MT and EBL could ameliorate O_2_^**−**^ generation after heat stress treatment.

**Fig. 3:**
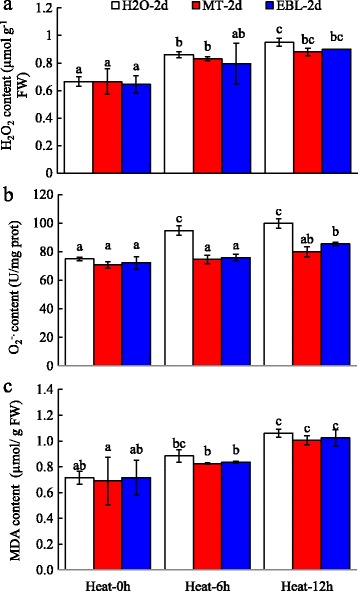
Effects of exogenous melatonin and 24-epibrassinolide on ROS content and cell membrane stability of tall fescue under heat stress condition. **a**: H_2_O_2_ content; **b**: Superoxide anion radical content; **c**. MDA content. Eight days old seedlings on control MS plates were transferred to MS medium containing 20 μM melatonin (MT)or 0. 1 μM 24-epibrassinolide (EBL) for 2 days. Then heat stress was applied for indicated time, and plant shoots were collected immediately. Data were means ±SE of three biological replications. Bars with different letters indicate significant difference at *P*≤0.05 (Duncan test)

Abiotic stress caused lipid peroxidation. The end products of lipid peroxidation are reactive aldehydes, such as malondialdehide (MDA) and 4-hydroxynonenal (HNE). Heat treatment for 12 h significantly increased MDA content in tall fescue. Exogenous MT and EBL pre-treatments slightly decreased MDA production, but no significant differences were observed after MT and EBL pretreatments (Fig. 3c). These results indicated that MT and EBL alleviated cell membrane damage caused by heat stress.

### Effects of MT and EBL on antioxidant enzyme activities under heat stress

Under heat stress condition, activity of SOD showed significant increase at 2 and 12 h, and POD at 2 h after treatment. Heat stress did not significantly affect CAT activity (Fig. 4a–c). Pre-treatments with MT and EBL significantly increased SOD activity at 0, 2, 12, and h, CAT activity at 2 and 12 h, and POD activity at 12 h after heat treatment (Fig. 4a–c). These results indicated that MT and EBL pre-treatments increased antioxidant enzyme activities which might be responsible for decreased ROS content (Fig. 4).

**Fig. 4:**
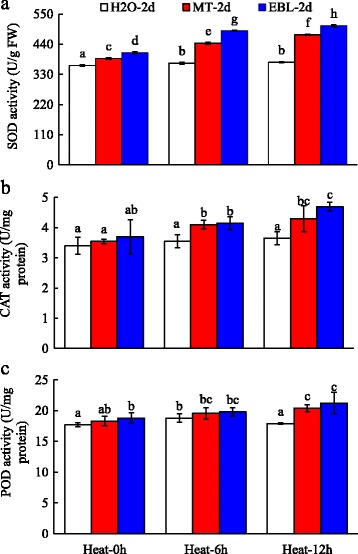
Effects of exogenous melatonin and 24-epibrassinolide on the activities of antioxidant enzymes of tall fescue under heat stress. **a**: SOD; **b**: CAT; **c**: POD. Eight days old seedlings on control MS plates were transferred to MS medium containing 20 μM melatonin (MT)or 0. 1 μM 24-epibrassinolide (EBL) for 2 days, and then heat stress was applied for indicated time, and plant materials were collected immediately. Data were means ±SE of three biological replications. Bars with different letters indicate significant difference at *P*≤0.05 (Duncan test)

### General transcriptomic profiling of tall fescue to heat stress

To dissect the detailed mechanisms of tall fescue in response to heat stress, RNA sequencing analysis was performed to identify heat stress modulated genes in tall fescue. 

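Leaves of tall fescue seedlings of the variety Fire Phoenix II, 10 days old, were sequenced at 23 °C and after 2 and 12 h at 38 °C. Each of the 3 conditions has 2 biological replicates, so that 6 libraries enter every comparison below, and the same 2 control libraries serve both time points. The controls are labelled 0 h, so time of day and hours of heat cannot be told apart for any unigene below. Where heat is said to raise or lower a unigene, the change is between these groups. The deposited values are expected counts, which the authors estimated with RSEM for 179680 unigenes assembled with Trinity and did not scale between libraries. Library totals ran from 6349776 to 7891567 counts. Counts were rounded and scaled by TMM, and unigenes with too few counts for a test were removed with filterByExpr. The remaining 28005 unigenes hold 97.7 to 98.4% of the counts and were fitted in 1 quasi-likelihood model in edgeR. A unigene is called changed at a fold change of at least 2 and an adjusted p of 0.05 or less, the thresholds of the paper's methods. Levels are given as CPM scaled by TMM, with their SD over the 2 libraries, and log2 fold changes with a standard error. This standard error is the size of the log2 fold change over the square root of the F statistic of its test. Counts were simulated from these libraries with the same spread in all conditions. There edgeR called 10 of 40 unigenes raised 2-fold, 39 of 40 raised 4-fold and 27 of 40 lowered to 0.25 of their level at 2 h. At 12 h it called 10, 38 and 25 of 40. The SD of the log2 difference between replicates, over unigenes with at least 10 CPM, was 0.273 in the controls, 0.519 after 2 h of heat and 0.258 after 12 h. The simulated numbers for 2 h therefore do not cover the wider spread of that group. Gene names are those of the best Arabidopsis or rice match in the paper's tables, and members of one family may share reads. Intervals on counts cover counting error only, and the p-values measure the spread between these libraries.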

Short term (2 h) and long term (12 h) heat stress treatments were used in this study. In total 134,261,972 raw reads were generated. After removing low quality reads, reads containing adapter and ploy-N from raw data, 129,334,586 clean reads and 16. 16 G clean bases were generated for the six samples used in the study (Additional file 4: Table S2). In parallel experiment, other 10.03 G clean bases were generated and we used total 26. 19 G clean bases data for transcriptome assembly. After gene differential expression analysis, 9878 unigenes were regulated after heat treatment (Additional file 5: Table S3). 

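Heat lowered the beta-glucosidase BGLU11 (c148685_g1), an enzyme that releases sugars from glycosides, from 599 ± 20.5 CPM (SD, n = 2) in control leaves to 56.2 ± 8.91 CPM (SD, n = 2) after 2 h. An acyltransferase of the HXXXD type (c143135_g1), a family that modifies secondary metabolites, fell by 2.81 on the log2 scale at 2 h (standard error 0.23). It fell by 4.27 at 12 h (standard error 0.26). A unigene with a transposase-like hAT dimerisation domain (c147761_g1) had the largest rise at 2 h among unigenes with at least 10 CPM on average and a name in the tables used here, which name 1861 of the unigenes tested. It held 3 counts in both controls together, and its summed counts after 2 h of heat were 1160.0-fold (95% counting interval 397 to 5627) higher per library size. The unigene named ACHT4 (c139548_g1), a chloroplast thioredoxin-like protein, kept 22.6 ± 0.0707 CPM (SD, n = 2) at 2 h and fell to 0.710 ± 0.286 CPM (SD, n = 2) at 12 h. In all, 15519 of the 28005 unigenes tested were called changed at one time point at least by edgeR, whether or not they have an annotation. Of these, 909 had no count in either control library, so that only a lower bound can be given for their rise.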

Transcriptomic data showed that 2009 and 2302 unigenes were up- and down-regulated after short term (2 h) heat stress treatment, respectively, whereas 4136 and 4259 unigenes were up- and down-regulated after long term (12 h) heat stress treatment, respectively (Fig. 5). These results indicated that long term heat treatment caused relatively more extensive transcriptomic changes than short term heat treatment. Moreover, 1395 unigenes were up-regulated by both short and long term heat treatments, while 1394 unigenes were down-regulated by both heat treatments (Fig. 6). These genes modulated by both short and long term heat treatments might play the key roles in responses of tall fescue to heat stress.

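Among antioxidant enzymes in the rows of Table S3 used here, heat raised the copper chaperone CCS (c148092_g1), which loads superoxide dismutase, by 1.58 on the log2 scale at 2 h (standard error 0.16). Ascorbate peroxidase APX1 (c118694_g2), which removes hydrogen peroxide, rose by 2.35 at 12 h (standard error 0.28). Catalase CAT3 (c146566_g1), which breaks down hydrogen peroxide, fell from 51.5 ± 1.48 CPM (SD, n = 2) to 15.1 ± 0.460 CPM (SD, n = 2) at 2 h and 7.26 ± 2.84 CPM (SD, n = 2) at 12 h. Of 8 antioxidant enzymes tested, 1 rose and 2 fell at 2 h (3 and 2 without heat 2 h replicate 1), and 6 rose and 2 fell at 12 h. Of 9 glutathione S-transferases tested, which conjugate toxic compounds, 5 fell and 1 rose at 2 h. At 12 h, 8 fell and none rose, with an unadjusted p and by DESeq2 too, GSTU18 (c135565_g1) from 227 ± 10.6 to 50.2 ± 5.19 CPM (SD, n = 2 each). Of 12 ribosomal proteins, 3 rose and 3 fell at 2 h. At 12 h, 7 rose and none fell in edgeR (8 and none with an unadjusted p, 7 and none by DESeq2, 4 and none without control replicate 2), among those that rose an L1p/L10e family member (c145069_g1). All 3 cell wall proteins of the expansin and XTH families fell at 12 h, for example EXPA10 (c150220_g2) with a log2 fold change of -2.86 (standard error 0.45). These groups come from 1472 of the 9878 rows of Table S3, so no enrichment was tested on them. That table holds unigenes the study called changed on these same libraries. The counts are therefore not independent evidence, and the shares that rose or fell are not those of a whole family. Over all unigenes tested, edgeR called 4236 up and 2514 down at 2 h, and 7078 up and 6531 down at 12 h. The split depends on the scaling. Scaled by library totals alone, 4971 were up and 1822 down at 2 h, and the median log2 fold change of all unigenes moved from 0.05 to 0.20. At 12 h the balance turned over, with 6583 up and 7148 down. Without control replicate 1 or 2, 4464 and 4433 unigenes were changed at 2 h in place of 6750.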

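The F-box protein c150819_g1, part of a family that selects proteins for degradation, stood at 2.06 ± 0.885 CPM (SD, n = 2) at 2 h and 55.0 ± 0.898 CPM (SD, n = 2) at 12 h. A protein phosphatase (c156836_g1) was higher at 12 h than at 2 h by 3.90 on the log2 scale (standard error 0.20, adjusted p = 2.99e-07 from edgeR). A glyoxalase I family protein (c146959_g1), of the enzymes that detoxify methylglyoxal, went the other way, from 8.28 ± 2.14 CPM in the controls to 58.9 ± 5.01 CPM at 2 h and 1.19 ± 0.249 CPM at 12 h (SD, n = 2 each). Compared directly, the 2 time points differed in 10028 unigenes, of which 4526 were higher and 5502 lower at 12 h. Scaled by library totals alone, 3280 were higher and 7327 lower, with a median log2 difference of -0.36 over all unigenes in place of -0.09. With RLE size factors the balance turned over, with 5067 higher and 4986 lower. With no test, 9161 unigenes changed at least 2-fold from the controls at 2 h and 15216 at 12 h. The 2 libraries of heat 2 h stood farther apart than those of heat 12 h, and the fit pools the spread of the 3 conditions. From the numbers at each time, the paper concludes that the longer treatment changed the transcriptome more extensively.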

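Heat shock factor HSFA1D (c142961_g2), of the class that starts the heat response in Arabidopsis, was raised at both times, by 3.46 (standard error 0.24) and 3.51 (standard error 0.24) on the log2 scale. The chaperonin CPN10 (c144578_g1), a lid of the chaperonin that folds proteins in organelles, rose from 12.2 ± 1.90 CPM in the controls to 104 ± 13.0 and 226 ± 17.7 CPM (SD, n = 2 each). Of 13 chaperones and heat shock factors in the rows of Table S3 used here, edgeR called 7 up and 1 down at 2 h, and 8 up and 3 down at 12 h. They too were listed there as changed, so these counts are not independent evidence. Purine permease PUP1 (c148325_g1), a membrane carrier of cytokinin bases, was lowered at both times, with log2 fold changes of -1.88 and -1.36 (standard errors 0.25 and 0.24). By edgeR, 3102 unigenes were up at both times and 1658 were down at both times. Lists of these sizes drawn independently from the unigenes tested would share 1071 and 586. Both comparisons use the same 2 controls: part of the excess over independent lists may come from the shared controls, and how much was not measured. Among the unigenes up at both times, 742 were higher at 12 h than at 2 h and 223 were lower by the direct test.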

**Fig. 5:**
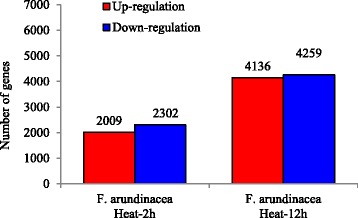
Number of unigenes was significantly changed by heat stress in tall fescue. Unigenes with putative annotation were analyzed and full list was presented in Additional file 5: Table S3. Ten days old seedlings were treated with heat stress for indicated time

**Fig. 6:**
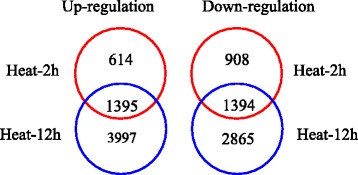
Overlapping analysis of transcripts in tall fescue after short term (2 h) and long term (12 h) heat stress treatment. Unigenes with putative annotation were analyzed and the full list was presented in Additional file 5: Table S3. Ten days old seedlings were treated with heat stress for the above indicated times

### GO term and pathway enrichment analyses

The enriched biological process GO terms include response to abiotic or biotic stimuli, response to stress, transport, and DNA or RNA metabolism, etc. (Fig. 7). The enriched molecular function GO terms include transporter activity, protein binding, kinase activity, and hydrolase activity, etc. (Fig. 7). The enriched cellular component GO terms include cell wall, cytosol, other cellular component, plasma membrane and ER, etc. (Fig. 7). Pathway enrichment analysis showed that 6 MapMAN pathways, including major carbohydrate (CHO) metabolism, glycolysis, N-metabolism, minor CHO metabolism, amino acid metabolism, and Co-factor and vitamin metabolism were enriched after both short term and long term heat treatments. Short term heat treatment specifically affected pathways like nucleotide metabolism, glycolysis, oxidative phosphorylation (OPP), fermentation, photosynthesis (PS), and tetrapyrrole synthesis etc. while long term heat treatment changed the pathways of polyamine metabolism, metal handling and redox etc. (Table 1).

**Fig. 7:**
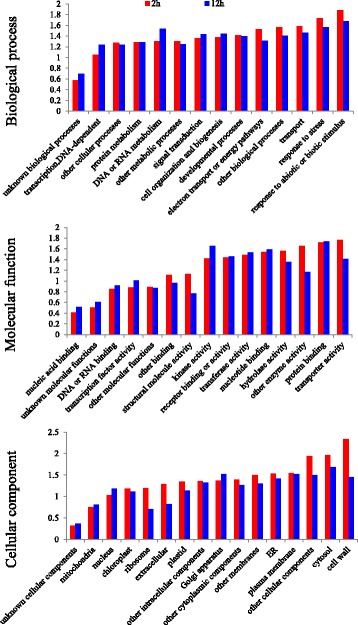
GO term enrichment analysis of differentially expressed transcripts in tall fescue after heat treatment. Differentially expressed transcripts with putative annotation to Arabidopsis were used for GO term analysis. The list of genes were submitted to The Bio-Analytic Resource for Plant Biology (http://bar.utoronto.ca/welcome.htm) with the analysis tool “Classification SuperViewer” and “GO” was selected as classification source

**Table 1:**
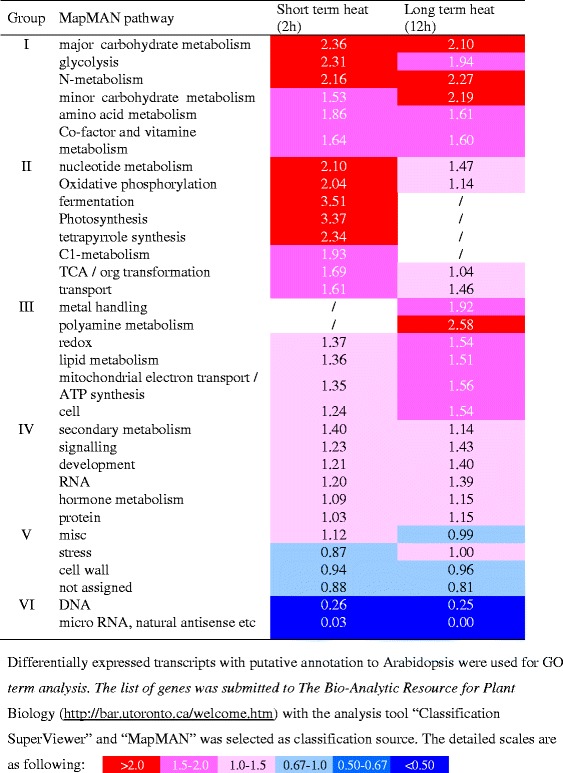
MapMan pathway analysis of differentially expressed transcripts in tall fescue after heat treatment

### Cluster analysis and functions of heat stress responsive genes

Cluster analysis showed that the part of unigenes were specifically regulated by short term or long term heat treatment (Fig. 8a, b, d, f; Additional file 6: Table S4), but other unigenes were co-regulated by both short term and long term heat treatments (Fig. 8c, e). Therefore, short term and long term heat stress had the specific and common effects on transcriptome of tall fescue. Moreover, detailed metabolic pathway analysis showed that ubiquitin dependent protein degradation pathway had been activated after heat stress treatment (Fig. 9). 

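Among unigenes changed at 2 h alone was the RING protein of the brassinosteroid response c141871_g1, and among those changed at 12 h alone was a RING/U-box ligase (c151019_g1), which fell from 129 ± 4.02 CPM in the controls to 23.4 ± 0.201 CPM at 12 h (SD, n = 2 each). The proteasome subunit PAE1 (c140024_g1), of the catalytic core, was not called at 2 h (-0.26 on the log2 scale, standard error 0.17) and rose at 12 h by 1.09 (standard error 0.17, adjusted p = 0.000143 from edgeR). Scaled by library totals alone, its rise at 12 h was 0.98 and under the 2-fold limit. Superoxide dismutase CSD1 (c147035_g2), an antioxidant enzyme, likewise rose at 12 h, by 2.28 (standard error 0.29), and passed at 2 h only without heat 2 h replicate 1 (1.08). A ribosomal protein of the L10e family, RPL10B (c150447_g1), rose at both times and was lower at 12 h than at 2 h, with 35.1 ± 13.8 and then 8.61 ± 1.16 CPM (SD, n = 2 each). By the calls alone, 1910 unigenes changed at 2 h only and 8769 at 12 h only. A call at one time and not at the other does not show a difference, so the times were also compared directly with edgeR: 971 of the 1910 and 5985 of the 8769 differed between 2 and 12 h as well. The count of 971 was 1682 without heat 2 h replicate 2, 598 and 645 without control replicate 1 or 2, and 604 without heat 12 h replicate 1. The unigenes changed in the same direction at both times number 4760. From its clusters, the paper concludes that the short and the long treatment had both specific and common effects.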

In total 344 differentially expressed genes were involved in proteasome directed protein degradation pathway (Additional file 7: Table S5). Among them, 76 and 31 genes were up- and down-regulated by 2 h heat, respectively, while 197 and 125 genes showed the increase- and decrease trend after 12 h heat treatment, respectively (Additional file 7: Table S5). These data indicated that heat stress had accelerated protein degradation in tall fescue.

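F-box proteins were the class with the most unigenes up: of 128 tested, 44 were up and 6 down at 2 h, and 89 up and 31 down at 12 h. An example is c136785_g1, an F-box protein with leucine-rich repeats, at 1.72 ± 0.154 CPM in the controls, 52.5 ± 16.1 CPM at 2 h and 252 ± 20.8 CPM at 12 h (SD, n = 2 each). RING ligases, which transfer ubiquitin to target proteins, split evenly at 12 h, with 67 of 146 up and 69 down, after 29 up and 18 down at 2 h. CHIP (c143336_g1), a ligase that binds HSC70 clients, was up at both times, from 15.8 ± 0.191 CPM in the controls to 59.3 ± 9.62 CPM at 2 h (SD, n = 2 each). A C3HC4 RING protein (c147331_g1) was down at both, with log2 fold changes of -2.05 and then -4.80 (standard errors 0.25 and 0.35). Of the 344 unigenes of Table S5, 329 could be tested, with 86 up and 28 down at 2 h and 186 up and 119 down at 12 h. Adjusted over the list alone, 89 were up and 31 down at 2 h, and 187 up and 119 down at 12 h. The study chose this list on these same libraries, so these counts are not independent evidence. As a set, the list moved up at 2 h (adjusted p = 0.00492) and at 12 h (adjusted p = 0.00228, fry in limma). Its members were chosen as changed in these libraries, so these p-values are not independent evidence either. Without control replicate 1, 59 were up and 18 down at 2 h, and without control replicate 2, 57 and 16.

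**Figure D1:**
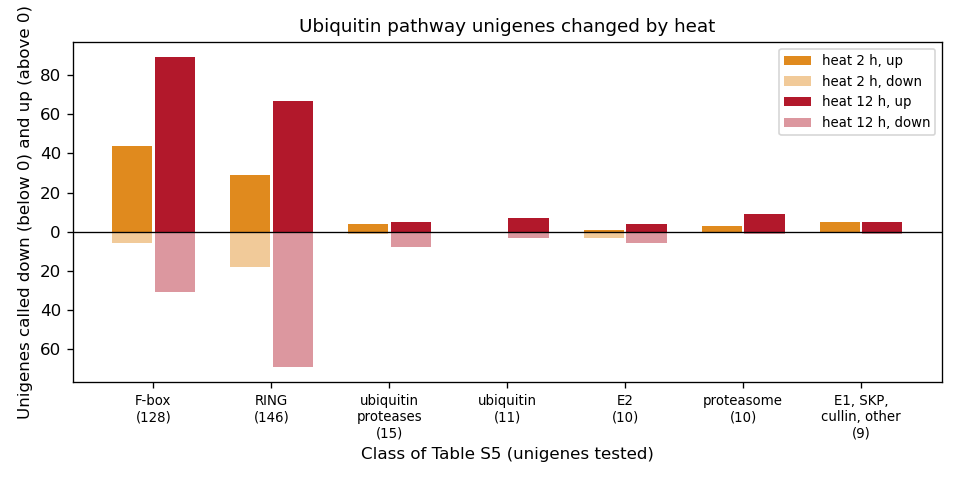
Number of unigenes of each class of Table S5 called up (bars above 0) and down (bars below 0) by edgeR after 2 and 12 h of heat, with the number tested in brackets. More F-box proteins are called up than down at both times, and RING ligases go both ways at 12 h.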

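Proteasome subunits were compared at both times: of 10 tested, 3 were up and none down in edgeR at 2 h (none down with an unadjusted p or by DESeq2), and 9 were up and 1 down at 12 h. In the direct test 5 were higher and 1 lower at 12 h than at 2 h, and scaled by library totals alone 6 were up at 12 h. The alpha subunit PAF1 (c145700_g1) of the proteasome core stood at 34.2 ± 3.73 CPM in the controls and 139 ± 0.283 CPM at 12 h (SD, n = 2 each), a log2 fold change of 2.02 (standard error 0.16, adjusted p = 8.29e-07 from edgeR). A regulatory subunit of the 26S particle (c145084_g1) was up at 2 h already, by 1.43 on the log2 scale (standard error 0.22). Of 11 ubiquitin and ubiquitin-like unigenes, none was called by edgeR at 2 h, 1 at the same fold limit with an unadjusted p, and none by DESeq2. At 12 h, 7 were up and 3 down, UBL5 (c130728_g2) with a log2 fold change of 1.90 (standard error 0.15). E2 enzymes, which carry activated ubiquitin, went both ways at 12 h, with 4 of 10 up and 6 down. UBC2 (c135379_g1) rose to 192 ± 6.98 CPM at 12 h from 69.4 ± 1.88 CPM, and UBC28 (c139800_g1) fell from 26.5 ± 2.21 CPM to 5.05 ± 0.0456 CPM (SD, n = 2 each). Of 15 ubiquitin proteases, which remove ubiquitin, 5 were up and 8 down at 12 h. From the numbers of genes of this pathway that rose and fell, the paper concludes that heat accelerated protein degradation.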

**Fig. 8:**
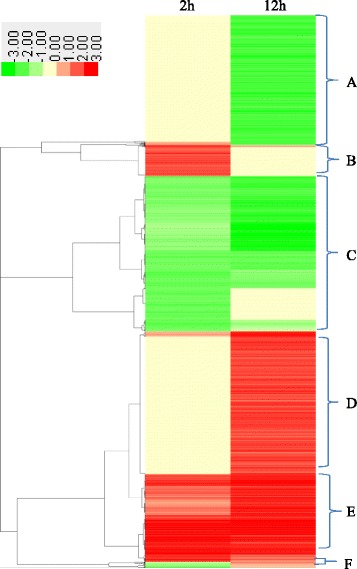
Cluster analysis of transcripts in tall fescue after heat treatment. In total 9878 transcripts changed in tall fescue after 2 or 12 h heat treatment was used for cluster analysis. The lists of genes were analyzed using CLUSTER 3.0 and the resulting tree figure was shown by Java Treeview. The original data were presented in Additional file 6: Table S4

**Fig. 9:**
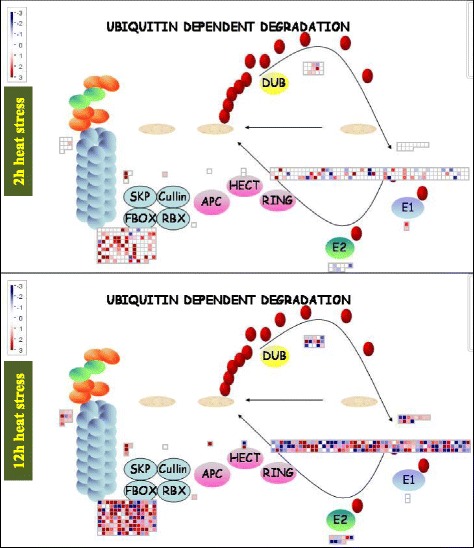
Heat stress modulated ubiquitin dependent protein degradation pathway in tall fescue. The pathway was generated using MapMAN software (Version 3. 6.0RC1). Totally 344 genes were involved in ubiquitin dependent protein degradation pathway (Additional file 7: Table S5). Each square means a gene. Red color means up-regulation and blue color means down-regulation

Functions of highly induced unigenes by both short term and long term heat stress were further analyzed. 

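Transcripts of many kinds of protein rose strongly at both times, and 89 are listed in Table S6. By their descriptions they comprise 21 heat shock factors and chaperones, 15 unigenes of energy metabolism with transferases and dehydrogenases, and 13 kinases, splicing factors and transporters. A further 11 are ribonucleases and polymerases, 5 proteases and hydrolases, 5 parts of ubiquitin ligases, and 19 of other kinds. The chloroplast protease FTSH6 (c144626_g1), which removes light-harvesting proteins, had 1.77 ± 0.465 CPM in the controls, 538 ± 12.4 CPM at 2 h and 1379.7 ± 129 CPM at 12 h (SD, n = 2 each). All 89 were called up at both times by edgeR, and 84 reached a log2 fold change of 5 at both. The study chose them on these libraries for that rise, so the count is not independent evidence, and adjusted over the list alone it is the same 89. For 38 of the 89, both controls together held at most 3 counts, and their fold changes rest on those few counts. Over all unigenes tested, 574 had a fitted log2 fold change of at least 5 at both times. Of these, 412 had no count in either control, so their fitted values are not measured folds, and the lower bound was 32-fold or more at both times for 36 of the 412.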

Totally 89 genes exhibited at least 32-fold changes (log2≥ 5) after heat treatments (Additional file 8: Table S6). Among them, HSF, HSP and HSC were heat stress responsive genes in plants. 

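HSP21 (c141018_g3), a chloroplast small heat shock protein, became one of the most abundant of these transcripts, from 302 ± 12.8 CPM in the controls to 10745 ± 1151 CPM at 2 h and 20168 ± 638 CPM at 12 h (SD, n = 2 each). HSC70-1 (c154957_g1), a cytosolic chaperone that refolds proteins, rose by 5.57 on the log2 scale at 2 h (standard error 0.15) and by 5.41 at 12 h (standard error 0.15). HSP17.6II (c148595_g1), a cytosolic small heat shock protein, reached a mean of 7196 CPM at 2 h against 47.4 CPM in the controls (n = 2 each), a log2 fold change of 7.25 (standard error 0.21). HSP23.6 (c138951_g1), a mitochondrial member, had 149.8 ± 8.09 CPM at 2 h and 65.1 ± 3.04 CPM at 12 h (SD, n = 2 each), lower at 12 h than at 2 h (adjusted p = 0.000183 from edgeR) and still above its control. HSP18.2 (c129854_g1) rose by 6.48 at 2 h and 5.79 at 12 h on the log2 scale (standard error 0.23 each). All 21 factors and chaperones of Table S6 were up at both times by edgeR, and the lowest log2 fold change among them was 5.15 at 2 h and 4.97 at 12 h. Small heat shock proteins belong to a family whose members may share reads, so the level of a single member is less certain than that of the group.

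**Figure D2:**
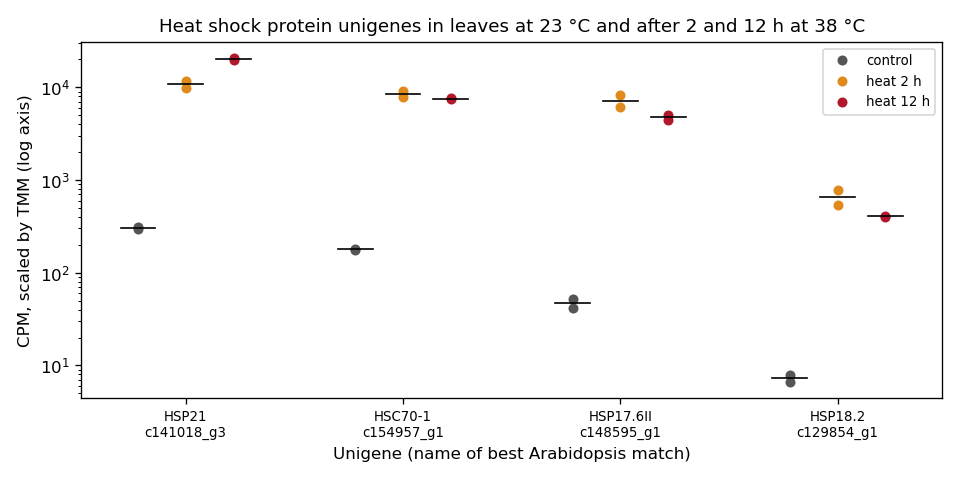
CPM (log axis) of 4 heat shock protein unigenes in each of the 2 libraries per condition (points), with their mean (lines). All libraries of heated leaves lie far above the controls for each unigene.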

HSP chaperones are responsible primarily with protein folding and/or assembly. Up-regulation of these genes helps plant to buffer stress induced damage. Several genes encoding ribonuclease, DNA polymerase, protease, hydrolases, RING/U-box and F-box showed significant increase after short term and long term heat stress, indicating plant suffered from heat induced damage and degradation pathway was activated (Additional file 8: Table S6). Additionally, genes involved in photosynthesis and energy metabolism pathways including those encoding ATPase, cytochrome C, transferase and dehydrogenase were also highly induced. 

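The RNA-directed polymerase-related unigene c141310_g1, a reverse transcriptase domain of the kind that retrotransposons carry, rose from 1.95 ± 0.0188 CPM in the controls to 190.0 ± 61.1 CPM at 2 h and 123 ± 8.38 CPM at 12 h (SD, n = 2 each). A ribonuclease H-like protein (c154187_g1) held 3 counts in both controls together, and its summed counts at 12 h were 372-fold (95% counting interval 127 to 1805) higher per library size. The fatty acid hydroxylase CER1 (c120885_g1), an enzyme of wax synthesis that the list counts among the hydrolases, rose by 6.34 on the log2 scale at 2 h (standard error 0.38). VFB3 (c110817_g2), an F-box protein, rose to 35.0 ± 12.5 CPM at 2 h and 223 ± 14.2 CPM at 12 h (SD, n = 2 each) from 5 counts in both controls together. In edgeR, all 11 ribonucleases and polymerases, 5 proteases and hydrolases and 5 parts of ubiquitin ligases were up at both times. For 8 of the 11, 2 of the 5 and 4 of the 5, the controls together held at most 3 counts. From these groups, the paper reasons that the plants suffered damage from heat and that degradation was activated.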

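A cytochrome c oxidase unigene (c125820_g1), of the last complex of mitochondrial respiration, rose from 0.488 ± 0.234 CPM to 127 ± 22.3 CPM at 2 h and stood at 33.4 ± 3.45 CPM at 12 h (SD, n = 2 each). All 15 unigenes of Table S6 grouped as energy metabolism, transferases and dehydrogenases were up at both times in edgeR. The study chose that table for such rises, and the group takes in transferases and dehydrogenases of any kind. For 6 of the 15 the rise starts from at most 3 counts in both controls together. Photosystem genes were counted in the rows of Table S3 used here, a table of unigenes the study called changed on these libraries. PSAK (c132391_g1) and PSAO (c133500_g3), small subunits of photosystem I, fell from 5343 ± 21.3 and 5232 ± 66.5 CPM in the controls to 1908 ± 44.7 and 1243 ± 30.2 CPM at 12 h (SD, n = 2 each). PSBS (c137256_g1), which lets leaves shed excess light energy, fell by 1.35 on the log2 scale at 2 h (standard error 0.13, adjusted p = 6.92e-06 from edgeR). Of 8 photosystem and light-harvesting unigenes tested, 4 were down and none up at 2 h in edgeR, with an unadjusted p and by DESeq2 alike, and 4 were down and 2 up at 12 h. Of the 2, the light-harvesting unigene c138665_g1 had a log2 fold change of 7.60 at 12 h (standard error 0.70), and its summed counts were 242-fold (95% counting interval 43.0 to 9604) higher per library size, from 1 control count.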

Other genes encoding kinase, splicing factor and transporter were significantly up-regulated under heat condition (Additional file 8: Table S6).

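The kinase named OST1 or SnRK2.6 in Table S6 (c156184_g1), a kinase of ABA signalling that closes stomata in Arabidopsis, rose from 16.2 ± 0.982 CPM in the controls to 1656 ± 144 CPM at 2 h and 2612 ± 55.6 CPM at 12 h (SD, n = 2 each). The splicing factor Prp18 (c142898_g1), which acts in the second step of splicing, rose by 5.82 at 2 h and 6.23 at 12 h on the log2 scale (standard error 0.26 each). All 13 kinases, splicing factors and transporters of Table S6 were up at both times by edgeR, with 3 higher and 2 lower at 12 h than at 2 h. They were grouped by description and include unigenes whose best match is CRK8. Whether those encode kinases was not tested. For 5 of the 13, both controls together held at most 3 counts.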

### Changes of hormone pathway related genes

Based on transcriptomic analysis, we observed that many hormone related genes, including BR, MT, auxin (IAA), and abscisic acid (ABA) showed significant changes after heat stress treatment (Additional file 9*:* Table S7). Genes involved in BR, MT and IAA biosynthesis and signaling pathways were mainly downregulated, while the majority of genes functioned in ABA pathway were up-regulated (Additional file 9: Table S7).

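Auxin genes form the longest list: of 68 tested, 23 were down and 7 up at 2 h (13 and 6 without control replicate 1), and 54 were down and 10 up at 12 h. The repressor IAA26 (c144562_g1), a short-lived protein that blocks auxin responses, went from 33.5 ± 0.250 CPM to 2.90 ± 0.448 CPM at 12 h (SD, n = 2 each). At that time 11 of 13 Aux/IAA unigenes were down. A SAUR growth gene (c139599_g2) had no count at 12 h, at least 44.7-fold lower than in the controls at a floor of 3 counts over the group. Some went up: the response factor ARF1 (c153976_g1) reached 1561 ± 121 CPM at 12 h from 508 ± 20.0 CPM in the controls (SD, n = 2 each). ABP1 (c139704_g1), an auxin-binding protein, rose at both times. Of 20 brassinosteroid unigenes, 7 were down and none up at 2 h, and 12 down and 6 up at 12 h. Of 8 melatonin unigenes, 7 were down at 2 h and 6 at 12 h, and none was up. These counts of none up are the same with an unadjusted p and by DESeq2. Of 28 ABA unigenes, 10 were up and 5 down at 2 h (6 and 6 without control replicate 1), and 15 up and 10 down at 12 h. CYP707A4 (c150585_g1), an enzyme that breaks ABA down, is among those that rose, by 3.75 on the log2 scale at 2 h (standard error 0.24). Adjusted over the list alone these counts stay the same, apart from 7 ABA unigenes down at 2 h. The study chose the lists on these libraries, so neither the counts nor the set tests that follow are independent evidence. As sets, tested with fry in limma, the auxin list moved down (adjusted p = 3.7e-05 at 2 h and 1.55e-05 at 12 h), as did the brassinosteroid list (0.00508 and 0.00492) and the melatonin list (0.0023 and 0.00228). The ABA list moved up, with an adjusted p of 0.0279 at 2 h and 0.00492 at 12 h, and the first lost its call without either control library (0.174 and 0.0794) or either 2 h library (0.0595 and 0.0816). It was also lost in fry with no filter beyond 1 count (adjusted p = 0.0773) and with a replicate block (adjusted p = 0.0602).

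**Figure D3:**
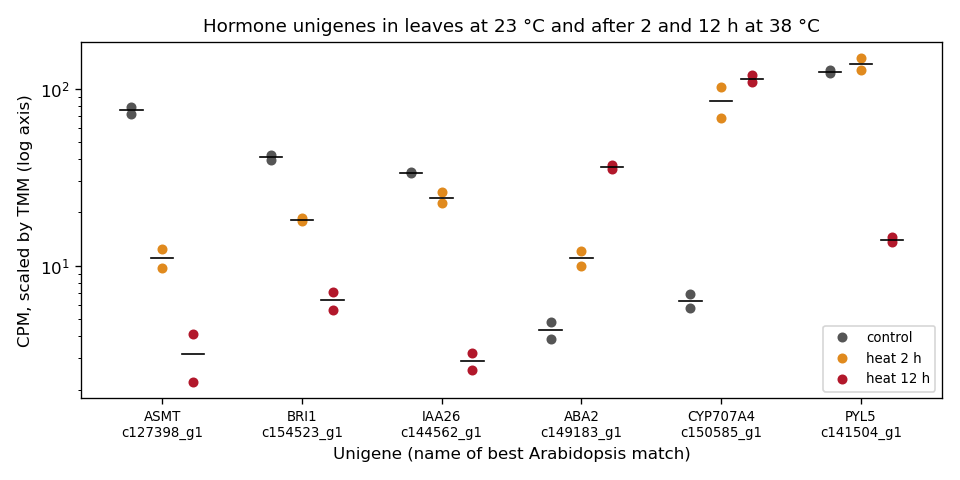
CPM (log axis) of 6 hormone unigenes in each of the 2 libraries per condition (points), with their mean (lines). ASMT, BRI1, IAA26 and PYL5 are lowest at 12 h, while ABA2 and CYP707A4 are higher in heated leaves than in the controls.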

### Effects of MT and EBL on the expression of heat stress induced genes

As mentioned above, 89 genes showed at least 32-fold changes (log2≥ 5) after heat treatments in tall fescue (Additional file 8*:* Table S6)*.* From these heat stress highly induced genes, twenty genes were selected for qRT-PCR analysis. Among them, ten genes showed significant expression changes in seedlings after MT or EBL pretreatment (Fig. 10). 

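In the RNA sequencing data, the gibberellin 2-oxidase GA2OX8 (c145230_g1), which inactivates gibberellins, rose from 0.860 ± 0.0771 CPM in the controls to 28.5 ± 11.6 CPM at 2 h and 32.8 ± 0.577 CPM at 12 h (SD, n = 2 each). CYP710A (c150294_g3), a sterol desaturase, rose by 2.58 at 2 h (standard error 0.43) and 2.33 at 12 h (standard error 0.45) on the log2 scale. The calmodulin-like CML38 (c38780_g1) and the NAC factor ATAF1 (c150305_g1) were the only ones of the 20 selected unigenes not called up at 2 h. CML38 held 1 count in both controls and 1 in both 2 h libraries, and at 12 h its summed counts were 31.1-fold (95% counting interval 5.14 to 1271) higher per library size. ATAF1 had 19.2 ± 1.35 CPM in the controls, 37.5 ± 23.0 CPM at 2 h and 41.1 ± 3.93 CPM at 12 h (SD, n = 2 each). It passed at 2 h without heat 2 h replicate 2 (log2 fold change 1.48). Its call at 12 h in edgeR was lost without control replicate 1 (adjusted p = 0.0858), without control replicate 2 (adjusted p = 0.0614) and without heat 12 h replicate 1 (adjusted p = 0.0869), and with library totals alone (log2 fold change 0.98). Of the 20, edgeR called 18 up at 2 h and all 20 at 12 h, and 6 held at most 3 counts in both controls together.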

Three genes including *FaF-box*, *FaHSFA6B* and *FaCYP710A* were significantly down-regulated by both MT and EBL pretreatments (Fig. 10a). Five genes including *FaAWPM*, *FaCYTC*-2, *FaHSFA3*, *FaSHP18.* 2 and *FaCML38* showed significant up-regulation in MT and EBL pretreated tall fescue seedlings (Fig. 10b). Two genes including *FaCRK8* and *FaHSFB2B* were significantly up-regulated after EBL treatment, but showed a slight down-regulation by MT treatment (Fig. 10c). The results indicated that several genes might be the putative targets of MT or EBL during tall fescue heat stress response (Fig. 10).

**Fig. 10:**
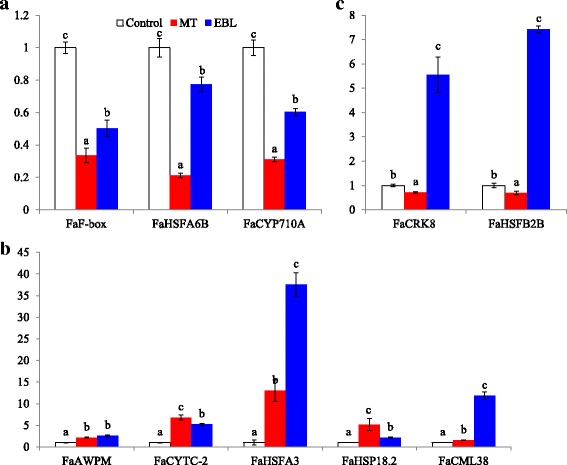
qPCR analysis of heat stress induced genes in tall fescue. Eight days old seedlings grown on control MS plate were transferred to MS medium containing 20 μM melatonin (MT) or 0. 1 μM 24-epibrassinolide for 2 days, and then heat stress (38 °C) was applied for indicated time. Shoots of seedlings were collected immediately for RNA extraction. Notably, 20 genes highly induced by heat stress were selected for qPCR analysis and ten of them showed significant changes after MT or EBL treatments. The detailed information of selected genes and primers used for qPCR were listed in Additional file 1: Table S1. A: genes downregulated by both MT and EBL; B: genes upregulated by both MT and EBL; C: genes upregulated only by EBL, d, day; h, hour. Data were means ±SE of three biological replications. Bars with different letters indicate significant difference at *P*≤0.05 (Duncan test)

## Discussion

Under heat stress condition, plants develop various strategies to buffer the damages caused by heat, including physiological, biochemical and transcriptomic levels. Tall fescue is a wide used cool season grass and relatively sensitive to heat stress. We hypothesized that heat stress responsive genes would be induced by a relatively short term heat treatment. In this study, the results showed that growth and physiological parameters of tall fescue plants were mainly inhibited by heat treatment, while pre-treatment with MT and EBL partially impaired inhibitory effect of heat stress (Figs. 1 and 2). The similar results were observed by Shi et al. and Antoniou1 et al. who found that exogenous application of melatonin improved heat tolerance of Arabidopsis and drought tolerance of alfalfa, respectively [17, 65]. Moreover, exogenous application of melatonin in bermudagrass grown under oxidative stress resulted in improved growth as evidenced by higher fresh weight and plant height [28]. Zhang et al. observed increased shoot and root fresh mass and chlorophyll content in EBL pretreated melon plants than those of control [66]. The positive correlation of EBL with plant growth under heat stress condition was also proven by Zhang et al. [22] and Kumar et al [67]. These results indicated that molecules like MT and EBL might be effective to improve the thermotolerance in plants.

Generally, heat stress stimulates the formation of RNS (like NO) and ROS, such as OH^−^, H_2_O_2_, and O_2_^**−**^, resulting in increased electrolyte leakage and the lipid peroxidation, and the activities of antioxidant enzymes are enhanced following heat treatment. Among them, superoxide radical (O_2_^**−**^) is dismutated by SOD into H_2_O_2_ and is further scavenged by CAT and peroxides (such as POD) through converting into H_2_O. EBL treatment helped to ameliorate abiotic stresses by regulating the activities of antioxidant enzymes and oxidants [22, 46, 67, 68]. Exogenous application of MT was proved to mitigate oxidative damages caused by abiotic stresses to maintain ROS homeostasis [17, 28, 69]. In this study, the activities of CAT, SOD and POD increased (Fig. 4), but the content of oxidants decreased in tall fescue after exogenous application of MT and EBL which improved heat stress tolerance in tall fescue by enhancing plant growth (Fig. 1). These results were consistent with the findings of other reporters who concluded that MT and EBL pretreatments alleviated oxidative stress in plants [7, 17, 35, 39, 42]. Mazorra et al. found that thermotolerance was independent for endogenous BRs content, but heat stress-mediated oxidative stress was depended on BRs [70]. Therefore, the decrease of oxidants and elevation of reductant/antioxidant enzymes production in MT and EBL pretreated seedlings were involved in the increase of plant heat tolerance.

On the basis of transcriptomic analysis, we identified several heat stress responsive genes in tall fescue like U-box and *F-box proteins*, *HSP*, *HSF* and chaperone DnaJ-domain superfamily proteins etc. Chaperones proteins assist the covalent folding or unfolding and the assembly or disassembly of other macromolecular structures, especially protein folding [69, 70]. As shown in Additional file 8: Table S6, *HSP20*-like chaperones protein (c152923_g1, c152923_g5), and DnaJ-domain superfamily protein (c142517_g1) of tall fescue showed significantly higher expression after short and long term heat stresses. Moreover, several heat shock transcription factors were induced by heat stress, including *HSFA* and *HSFB* gene family (Additional file 7: Table S5 and Fig. 10). 

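The HSP20-like chaperone c152923_g1, which keeps unfolding proteins soluble, rose from 17.1 ± 0.0274 CPM in control leaves to 1502 ± 201 CPM after 2 h and 2007 ± 67.7 CPM after 12 h of heat (SD, n = 2 each). Its neighbour in the assembly, c152923_g5, has the same best match, and its log2 fold change was 6.77 at 2 h and 6.55 at 12 h (standard error 0.31 each, adjusted p = 1.51e-08 and 1.29e-08 from edgeR). The 2 unigenes may share reads, so their separate levels are uncertain. The DnaJ-domain protein c142517_g1, a partner that delivers clients to HSP70, had 7 counts in both controls together and reached 65.5 ± 20.8 CPM at 2 h and 289.6 ± 33.9 CPM at 12 h (SD, n = 2 each). It was higher at 12 h than at 2 h by 2.14 on the log2 scale (standard error 0.21, adjusted p = 1.61e-05 from edgeR).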

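HSFA3 (c151159_g1), a factor that prolongs the heat response in Arabidopsis, went from 0.568 ± 0.120 CPM in the controls to 62.6 ± 10.1 CPM at 2 h and 403 ± 69.5 CPM at 12 h (SD, n = 2 each). HSFA6B (c152640_g1), a factor tied to ABA signalling in Arabidopsis, had a log2 fold change of 5.48 at 2 h and 6.43 at 12 h (standard error 0.26 each, adjusted p = 1.91e-08 and 5.59e-09 from edgeR). HSFB2B (c135926_g1), of a class that can repress heat shock genes, held 2 counts in both controls together, and its summed counts per library size were 53.5-fold (95% counting interval 14.5 to 447) higher at 2 h and 238-fold (95% counting interval 65.5 to 1973) higher at 12 h.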

*HSF*s were the transcriptional regulators that specifically bind to DNA sequence 5‘-AGAAnnTTCT-3‘known as heat shock promoter elements (HSE), and then regulate expression of downstream heat shock protein genes [2]. One gene encoding *HSFB2a* (c139552_g1) induced by heat more than 50-fold was also modulated by MT (Additional file 8: Table S6), *FaHSFA3* was significantly upregulated, while *FaHSFB2B* was slightly downregulated by MT in this study. 

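In the RNA sequencing of heated and control leaves, HSFB2A (c139552_g1) had 0.518 ± 0.178 CPM in the controls, 43.4 ± 15.0 CPM at 2 h and 131 ± 18.0 CPM at 12 h (SD, n = 2 each). This is a rise of 6.38 on the log2 scale at 2 h (standard error 0.39, adjusted p = 1.76e-07 from edgeR) and of 7.97 at 12 h (standard error 0.38, adjusted p = 1.42e-08). The difference between the times was 1.59 (standard error 0.22). The libraries hold no leaves treated with melatonin.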

The same trend was observed in warm season turfgrass *Cynodon dactylon* after MT treatment based on RNA seq analysis [27]. The results indicated that these genes were possibly involved in improved heat stress responses by MT (Fig. 10).

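One list holds unigenes whose annotation names a transposon, a reverse transcriptase or a related domain, or that match certain Arabidopsis loci. The locus of the receptor-like kinase CRK8 is one of these. The list overlaps others: its largest log2 fold change at 12 h, 10.0, is also that of the F-box proteins of Table S5. Its members rose in heated leaves more often than they fell. Of 132 tested, among them the RNA-directed DNA polymerases, 71 were up and 8 down at 2 h, and 97 were up and 22 down at 12 h in edgeR, or 72 and 9, and 98 and 23 when adjusted over the list alone. A second ribonuclease H-like protein (c134657_g1), of a domain found in retrotransposons, held 1 count in both controls together, and its summed counts at 2 h were 632-fold (95% counting interval 113 to 25010.0) higher per library size. The protease DegP7 (c140968_g2), of a family of ATP-independent serine proteases, also started from 1 count, with a rise of 388-fold (95% counting interval 69.2 to 15340.0) in summed counts at 2 h. These unigenes were taken from the tables of changed unigenes that the study made from these libraries, so the counts are not independent evidence of a direction in all such elements, and copies of 1 element may share reads.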

Interestingly, heat stress increased the expression of genes encoding ribonuclease, RNA-directed DNA polymerase, protease, hydroxylase. Genes involved in ubiquitination related pathways were also up-regulated after heat treatment (Additional file 7: Table S5). 

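The RING protein c134598_g1, a putative ligase that marks proteins for degradation, rose from 2.06 ± 0.410 CPM to 88.3 ± 36.0 CPM at 2 h (SD, n = 2 each). The F-box protein c149714_g1 rose by 4.39 on the log2 scale (standard error 0.27) at 2 h and 4.60 (standard error 0.27) at 12 h. SKP1B (c143747_g1), the adaptor that joins F-box proteins to the ligase, was up at 12 h alone, by 1.32 on the log2 scale (standard error 0.15, adjusted p = 1.79e-05 from edgeR). Other members fell: a CHY-type RING protein (c148983_g1) went from 74.9 ± 2.72 CPM to 10.7 ± 2.13 CPM at 12 h (SD, n = 2 each). PHO2 (c156338_g1), an E2 enzyme that limits phosphate uptake, fell from 62.3 ± 2.36 CPM to 8.34 ± 0.183 CPM (SD, n = 2 each). Of the 9 E1, SKP, cullin and related unigenes tested, 5 were up and 1 down at 12 h by the same test.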

All these genes play key roles during degradation pathway of DNA, RNA, and protein. To date, not much attention was paid to dissect the roles of RNase and DNA polymerase during plant abiotic stress response. How protein ubiquitination modulated heat response in tall fescue is also worthy to be further explored. Additionally, genes encoding protein kinases were upregulated after 2 and 12 h of heat treatments (Additional file 7: Table S5). 

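The cysteine-rich receptor-like kinase CRK8 (c156834_g1), of a family of membrane kinases that answer stress signals, rose from 1.67 ± 0.144 CPM in the controls to 177 ± 42.1 CPM at 2 h and 178 ± 0.678 CPM at 12 h (SD, n = 2 each). A second unigene with the same best match (c145343_g1) held 1 count in both controls together, and its summed counts per library size were 97.3-fold (95% counting interval 17.1 to 3879) higher at 2 h. These unigenes may share reads. The locus of CRK8 is also one of those by which unigenes were placed on the transposon-like list. Unigenes with this best match are therefore counted there too, and whether they encode kinases was not tested. Kinases outside Table S6 were not counted as a group.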

Plant receptor-like protein kinase (RLK) was proved to be involved in abiotic stress responses [71]. Modulation of cysteine-rich receptor-like protein kinase affected plant ABA sensitivity and improved stress tolerance in Arabidopsis [72, 73].

Abiotic stresses conferred severe damage on the photosynthetic machinery of plants [74]. 

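Ferredoxin FD3 (c136982_g1), an electron carrier of non-green plastids, went from 5 counts in both controls together to 228 ± 53.3 CPM at 2 h and 88.8 ± 10.1 CPM at 12 h (SD, n = 2 each), and was lower at 12 h than at 2 h (adjusted p = 0.000153 from edgeR). Cytochrome c CYTC-2 (c134256_g1), which carries electrons in mitochondria, had a log2 fold change of 6.81 at 2 h and 6.88 at 12 h (standard error 0.37 each). ATP8 (c135638_g3), a subunit of the mitochondrial ATPase, held 1 count in both controls together, and its summed counts per library size were 60.5-fold (95% counting interval 10.5 to 2424) higher at 2 h and 235-fold (95% counting interval 41.8 to 9341) higher at 12 h.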

In the study, genes involved in energy metabolism (glycolysis, ATP biosynthesis, photosynthesis) were highly induced after heat stress, including these encoding mitochondrial ATPase, ferredoxin, cytochrome C, and phosphoribosyltransferase (Fig. 10; Additional file 7: Table S5). Heat stress caused the reduction of chlorophyll content in tall fescue (Fig. 2b), thus leading to induce photosynthetic pathways. Genes encoding proline and nitrate transporters were upretulated up to 235- and 90-fold, respectively (Additional file 7: Table S5). 

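The proline transporter PROT1 (c131807_g1), which moves a protective amino acid into cells, rose from 1.15 ± 0.0340 CPM in the controls to 262 ± 102 CPM at 2 h and 49.0 ± 1.36 CPM at 12 h (SD, n = 2 each). Its fold change was 224 at 2 h and 41.8 at 12 h, and between the times it fell by 2.42 on the log2 scale (standard error 0.23, adjusted p = 1.24e-05 from edgeR). The nitrate transporter NRT1.5 (c142584_g1), which loads nitrate into the xylem in Arabidopsis, held 1 count in both controls together. Its summed counts per library size were 60.5-fold (95% counting interval 10.5 to 2424) higher at 2 h and 66.6-fold (95% counting interval 11.5 to 2675) higher at 12 h.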

The up-regulation of these genes implied that plants had tried to maintain the steady photosynthesis and minimize the damages caused by high temperature (Figs. 2 and 3).

Hormones like IAA, MT and BRs stimulate plant growth at appropriate low concentrations [19, 32, 40]. In tall fescue, heat stress treatment resulted in downregulation of genes involved in biosynthesis and signaling pathways of IAA, MT and BRs (Additional file 9*:* Table S7). 

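DWF4 (c152110_g3), an enzyme of brassinosteroid synthesis, fell from 8.84 ± 0.429 CPM in the controls to 1.67 ± 0.439 CPM at 12 h (SD, n = 2 each). Its change at 2 h of -0.69 on the log2 scale did not pass the test (standard error 0.31, adjusted p = 0.112 from edgeR). Without heat 2 h replicate 2 that change was -1.04 and did pass (adjusted p = 0.0151 from edgeR). Of 3 unigenes named for the receptor BRI1, c154523_g1 was down at both times, with log2 fold changes of -1.16 and -2.67 (standard errors 0.19 and 0.22), and so was c147232_g1. The remaining one, c151242_g2, was up at 12 h, from 0.956 ± 0.243 to 3.65 ± 1.07 CPM (SD, n = 2 each). That rise lost its call in edgeR without control replicate 2 and without heat 12 h replicate 1 (adjusted p = 0.0796 each). Of the brassinosteroid-responsive RING unigenes named BRH1, c149274_g2 was down at both times, c141871_g1 at 2 h and c144803_g1 at 12 h. A further one, c129544_g1, was up at 12 h, by 2.14 on the log2 scale (standard error 0.47).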

Genes involved in brassinosteroid pathway, including *DWF4* (key enzyme during biosynthesis pathway), *BRI1* (BR receptor), BR-responsive *RING* were downgregulated by heat treatment. Two genes (*ASMT* and *SNAT*) involved in MT biosynthesis showed significant decrease upon heat treatment. Therefore, heat stress inhibited, while MT and EBL improved growth and thermotolerance of tall fescue (Fig. 1). 

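ASMT, the enzyme that makes melatonin from N-acetylserotonin, is the best match of 7 unigenes tested, and all 7 were down at 2 h and 6 at 12 h in edgeR. The sharpest fall was that of c141471_g1, from 57.2 ± 10.5 CPM in the controls to 4.20 ± 0.703 CPM at 2 h and 0.745 ± 0.623 CPM at 12 h (SD, n = 2 each). In c127398_g1 and c141678_g1 the log2 fold change was -4.55 and -3.81 at 12 h (standard errors 0.27 and 0.24). The most abundant one, c140743_g2, passed at 2 h with -1.10 (standard error 0.29). That call was lost in edgeR without control replicate 1 (adjusted p = 0.0579), without control replicate 2 (adjusted p = 0.0922) and without heat 2 h replicate 1 (log2 fold change -0.60). It was also lost with library totals alone (log2 fold change -0.93) and with DESeq2 (adjusted p = 0.0938). SNAT (c150945_g1), which makes N-acetylserotonin, had 61.5 ± 2.25 CPM in the controls, 47.3 ± 2.73 CPM at 2 h and 58.2 ± 3.42 CPM at 12 h (SD, n = 2 each). Its log2 fold changes of -0.38 and -0.08 did not pass the test (standard error 0.16 each, adjusted p = 0.0881 and 0.682 from edgeR).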

Our data are consistent with the results that MT and EBL application increased thermotolerance in other plant species [20, 27, 39]. Additionally, ABA plays the vital roles in plant stress responses. 

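NCED3 (c155908_g1), which cleaves carotenoids to the precursor of ABA, rose from 0.438 ± 0.0646 CPM in control leaves to 1.64 ± 0.0440 CPM after 2 h and 9.48 ± 1.43 CPM after 12 h of heat (SD, n = 2 each). At 12 h this is 21.1-fold, a log2 fold change of 4.40 (standard error 0.45, adjusted p = 6.62e-06 from edgeR). The rise at 2 h was 1.88 on the log2 scale (standard error 0.56, adjusted p = 0.0211 from edgeR) and rests on 6 counts in both controls together. It lost its call in edgeR without control replicate 1 (adjusted p = 0.0815), without control replicate 2 (adjusted p = 0.133), with no filter beyond 1 count (adjusted p = 0.0624) and with only the 4 libraries compared (adjusted p = 0.0543). DESeq2 did not call it either (adjusted p = 0.076).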

*NCED3*, a key enzyme in the biosynthesis of ABA, was upregulated 20-fold in tall fescue after heat stress treatment (Additional file 9*:* Table S7). Another ABA biosynthesis gene (*ABA2*), The majority of PP2C genes, *SnRK2.* 6*/OST1* and downstream ABA responsive genes like *ABF2* and *ABF3* showed significant increase upon heat treatment (Additional file 8*:* Table S7). These genes were essential for ABA signaling and plant stress response [75, 76]. 

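ABA2 (c149183_g1), a dehydrogenase of ABA synthesis, rose by 1.32 at 2 h (standard error 0.25) and 3.03 at 12 h (standard error 0.24) on the log2 scale. Of 7 PP2C phosphatases tested, which hold ABA signalling back, 4 were up and none down at 2 h in edgeR, with an unadjusted p and by DESeq2 alike, and 5 were up and 1 down at 12 h. HAI3 (c151730_g1) went from 1.51 ± 0.0834 CPM in the controls to 65.7 ± 0.304 CPM at 12 h, while PAPP2C (c142410_g1) fell from 29.4 ± 1.98 CPM to 3.22 ± 0.472 CPM (SD, n = 2 each). Of the unigenes named OST1 in Table S7, c156184_g1 rose by 6.68 at 2 h and 7.33 at 12 h on the log2 scale (standard errors 0.17 and 0.17). Another, c146214_g1, was not called at 2 h (0.02 on the log2 scale, standard error 0.18, adjusted p = 0.947 from edgeR). It rose by 1.41 at 12 h (standard error 0.18, adjusted p = 3.94e-05 from edgeR). ABF2 (c151295_g2) and ABF3 (c141726_g1), factors that switch on ABA-responsive genes, did not pass the test at 2 h (adjusted p = 0.299 and 0.727 from edgeR). They were up at 12 h, at 2.36 ± 0.973 and 3.69 ± 0.0549 CPM (SD, n = 2 each). Both are scarce, with 4 and 11 counts in the controls together. In edgeR, ABF2 lost its call at 12 h without heat 12 h replicate 1 (adjusted p = 0.0635) and ABF3 without control replicate 1 (adjusted p = 0.054). All 5 PYL receptors, which sense ABA, were down at 12 h by edgeR and 3 of the 5 by DESeq2, PYL5 (c141504_g1) from 124 ± 3.25 CPM to 14.0 ± 0.733 CPM (SD, n = 2 each).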

Increased ABA content and upregulation of ABA responsive genes activated the downstream transcriptional factors and ABA pathway. Our data is in line with the results in Arabidopsis that ABA pathway genes were activated after abiotic stress treatment [77]. These results indicated that hormones might function as the upstream regulator in tall fescue during heat stress responses.

## Conclusion

In this study, heat stress extensively changed transcriptome of tall fescue. Degradation pathways of DNA, RNA and protein were activated by heat. After heat treatment, genes involved in energy metabolism were upregulated to minimize photosynthesis damage caused by heat. *HSF*, *HSP* and hormone related genes were modulated shortly after heat treatment, indicating self-adjustment of plant in response to heat stress. Short term heat stress activated nucleotide metabolism and tetrapyrrole synthesis, while long term heat stress regulated polyamine metabolism and redox pathways. Moreover, exogenous application of MT and EBL improved tall fescue tolerance to heat stress as evidenced by decreased ROS level, EL, MDA content, and increased chlorophyll content, antioxidant enzyme activities. Therefore, heat stress inhibited plant growth while MT and EBL alleviated the inhibitory effect of heat (Fig. 11). These findings along with excellent results by other groups highlighted the significance and potential use of MT and EBL agents to improve plant abiotic stress tolerance.

**Fig. 11:**
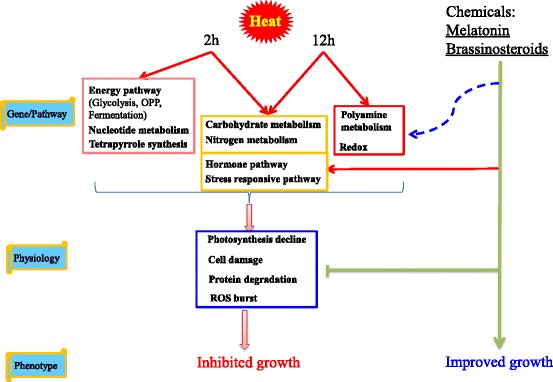
A model depicts inhibitory effect of heat stress on growth of tall fescue and improved growth by exogenous melatonin (MT) and 24-epibrassinolide (EBL). Heat stress affected nucleotide metabolism, carbohydrate metabolism, nitrogen metabolism, polyamine metabolism, redox, hormone pathway, energy pathway, and regulated expression of stress responsive genes, resulting in inhibited photosynthesis, increased cell damage, degradation of protein and other macromolecules, and increased ROS content. Growth of tall fescue was then inhibited. However, exogenous application of chemicals like MT and EBL modulated expression of stress responsive genes, as well as genes involved in hormone biosynthesis and signaling pathways, and then alleviated inhibitory effects of heat stress, leading to improved growth of tall fescue plants

## Additional files

Additional file 1: **Table S1**. List of primers used for real-time PCR.

Additional file 2: **Figure S1**: Effect of high temperature at 42 °C on growth of tall fescue seedlings.

Additional file 3: **Figure S2**: Concentration screening of exogenous melatonin and 2, 4-epibrassinolide on tall fescue seedlings under heat stress condition.

Additional file 4: **Table S2**. Summary of transcriptome samples.

Additional file 5: **Table S3**. List of gene changed by heat stress in tall fescue.

Additional file 6: **Table S4**. List of genes used for cluster analysis.

Additional file 7: **Table S5**. List of 344 genes involved in ubiquitin dependent protein degradation pathway.

Additional file 8: **Table S6**. List of highly induced genes in tall fescue by heat stress.

Additional file 9: **Table S7**. List of genes involved in hormone pathways.

## Abbreviations

CAT: Catalase
EBL: 24-epibrassinolide
EL: Electrolyte leakage
GO: Gene ontology
HSF: Heat shock factor
HSP: Heat shock protein
MDA: Malondialdehide
MT: Melatonin
OD: Optic density
POD: Peroxidase
RNS: Reactive nitrogen species
ROS: Reactive oxygen species
SOD: Superoxide dismutase

# Supplementary material for: Transcriptomic profiling of tall fescue in response to heat stress and improved thermotolerance by melatonin and 24-epibrassinolide
**Source:** BMC Genomics. 2018 Mar 27;19:224. doi: 10.1186/s12864-018-4588-y
**Supplement:** Supplementary file 3 — Figure S2: Concentration screening of exogenous melatonin and 2, 4-epibrassinolide on tall fescue seedlings under heat stress condition.

## Slide 1

Melatonin
2,4-epibrassinolide
### Chart
| Category | Control | 0.01 µM | 0.1 µM |
|---|---|---|---|
| 0h | 9.7 | 9.85 | 9.65 |
| 3h | 10.6 | 10.4 | 9.95 |
| 6h | 12.05 | 10.95 | 10.9 |
| 12h | 13.55 | 11.65 | 11.25 |
### Chart
| Category | Control | 10 µM | 20 µM | 50 µM |
|---|---|---|---|---|
| 0h | 12.9 | 12.85 | 12.75 | 12.8 |
| 3h | 14.5 | 14.1 | 13.25 | 14.15 |
| 6h | 16.35 | 15.1 | 14.1 | 14.7 |
| 12h | 18.4 | 16.3 | 15.35 | 16.55 |Fig. S2. Concentration screening of exogenous melatonin and 2,4-epibrassinolide on tall fescue seedlings under heat stress condition. Eight days old seedlings grown on control MS plate were transferred to MS medium containing either 10, 20, 50 µM melatonin, or 0.01, 0.1 µM 24-epibrassinolide for 2 d, then heat stress (38 oC) was applied for indicated time. The seedlings were moved to the room temperature for another 2 d recovery, and then electrolyte leakage was measured. Data were means ±SE of three replications. Asterisk (*) on the bar indicated significantly difference at P˂0.05 (Duncan test); h, hour.

How the deposited data were processed for this re-analysis (not part of the article)

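RNA from leaves of 10-day-old tall fescue seedlings, kept at 23 °C or placed at 38 °C for 2 or 12 h, had been sequenced in 6 libraries, 2 biological replicates per condition. The labels give one control group, marked 0 h, for both time points. The authors assembled the reads with Trinity, and the deposited table was read as their expected counts for 179680 unigenes, with no scaling between libraries. The paper's methods name RSEM as the source of these values, while the sample labels name TopHat2, Bowtie2 and HTSeq. Of all values, 0.157% are not whole numbers. No reference genome was used, and unigenes carry the names of their best Arabidopsis or rice match in the paper's tables.

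Counts were rounded to whole numbers. Unigenes were kept by filterByExpr at its minimum count of 10, which left 28005 unigenes with 97.7 to 98.4% of the counts. All 6 libraries were scaled by TMM and fitted together with a quasi-likelihood model in edgeR 4.0.16 (R 4.3.3), with 1 coefficient per condition and 3 residual degrees of freedom. The common dispersion was 0.0271. Heat at 2 h and at 12 h were each compared with the controls, and 12 h with 2 h. P-values were adjusted by the Benjamini-Hochberg method over the unigenes tested. A unigene counts as changed at a fold change of at least 2 and an adjusted p of at most 0.05, as in the paper's methods. The paper used DESeq, which was not run here. The paper's counts cover unigenes with a putative annotation, and the counts here cover every unigene tested.

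Library totals were 6349776 to 7891567 counts, so that 3 counts in 1 library correspond to 0.359 to 0.508 CPM. Ratios against 1 to 3 summed control counts carry 95% exact counting intervals, which cover counting error only. Against 0 counts a fold is a lower bound, set at 3 counts over the group. The tests were tried on simulated data made from these libraries, with 40 unigenes changed by each fold. All conditions were simulated with the same spread, while the observed libraries of heat 2 h differed more from each other than those of the other groups. Of those raised 2-fold at 2 h, edgeR called 10 and DESeq2 6, and of those raised 8-fold all 40. Among the unchanged unigenes of the same simulation at 2 h, edgeR called 5 and DESeq2 1. Both comparisons with the controls use the same 2 libraries, and in 20 simulated draws of unchanged groups against them no unigene was called at either time. These draws therefore do not measure how far shared controls raise the overlap.

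Lists were taken from Tables S5, S6 and S7 and from the 1472 of 9878 rows of Table S3 that were used. Table S3 holds unigenes the study called changed on these libraries, so counts over its groups are not independent evidence. Transposon-like unigenes were taken by annotation words or by certain Arabidopsis best matches, among them CRK8. All lists were counted by edgeR calls, adjusted over all unigenes tested and over the list alone. The lists of Tables S5 and S7 were also tested as sets with fry in limma 3.58.1, adjusted over 10 tests. Calls for purine permeases (none up and 6 down of 7 at 2 h, none up and 5 down at 12 h) and for DNA replication and cell division (4 up and none down of 7 at 2 h, 2 and none without control replicate 2, and 2 up and 3 down at 12 h) belong to no statement of the paper. With DESeq2 the counts of none were also 0, and with an unadjusted p as well.

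Unigenes are named by a rule. It takes every unigene the paper names and places in Tables S1, S6 or S7. It adds the 5 largest and the 5 lowest changes per comparison among called unigenes named in the tables used, with a mean of at least 10 CPM whose libraries do not overlap between groups. It also adds the 4 members of each list with the smallest adjusted p at each time. The paper's own values for these unigenes had been seen when the rule was written. A further 7 unigenes were chosen after their values were seen: 2 without control counts, 1 with counts at 12 h alone and 4 of the circadian clock.

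The comparisons, thresholds, lists, the naming rule and most alternatives were set before the data were examined. The alternatives were RLE size factors, library totals alone, no filter beyond 1 count, at least 10 counts in every library, the Wald test of DESeq2 1.42.0, a fit of only the 4 libraries compared, a replicate block, an unadjusted p, no minimum fold change, and each library left out in turn. Added later were the alternatives for the lists from Table S3 and the transposon-like list, those for unigenes changed at either time or at a log2 fold change of 5 at both times, and counts without unigenes at 0 control counts.

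Enrichment of GO terms and MapMan pathways was not recomputed, since the annotation of all unigenes was not used here. Neither were the clusters, for which only part of Table S4 was used. Measurements of growth, physiology, quantitative PCR and the treatments with melatonin or epibrassinolide were not analysed here. One named unigene is not reported here.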

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

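All tests of an explanation in this part were chosen after the results were seen. The comparison of 12 h with 2 h was planned.

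The response at 12 h differed from that at 2 h in 10028 unigenes by the direct edgeR test. Among them, 56 were up at 2 h and down at 12 h, and 24 were down at 2 h and up at 12 h. The glyoxalase unigene c146959_g1 had log2 fold changes of 2.82 and -2.78 (standard errors 0.22 and 0.34). For c133482_g1, of unknown function, they were 1.66 and -2.91.

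Some circadian clock genes are part of this difference. The 9 unigenes of clock and light signalling counted here come from Table S3, which lists unigenes the study called changed. Of these, 1 was higher and 4 were lower at 12 h than at 2 h by the direct test. Against the controls, edgeR called none up and 1 down at 2 h, and 2 up and 7 down at 12 h. DESeq2 called none up and 2 down at 2 h, and with an unadjusted p edgeR also called none up at 2 h. Without heat 2 h replicate 1, 3 were down at 2 h, without heat 2 h replicate 2, 1 was up, and without control replicate 1, 2 were down. At 12 h, without control replicate 1 or heat 12 h replicate 2, 1 was up. LHY (c155757_g1), a clock gene that peaks at dawn in Arabidopsis, fell by 2.39 on the log2 scale at 12 h (standard error 0.33). FKF1 (c150815_g1), an evening gene in Arabidopsis that is listed in Table S5 and is not one of the 9, rose by 4.09 (standard error 0.27). The 2 unigenes named GI went apart, with 1.49 for c153713_g1 and -1.88 for c142108_g1. The call of c142108_g1 was lost in edgeR without control replicate 2 (adjusted p = 0.168) and without heat 12 h replicate 2 (adjusted p = 0.0965), and with DESeq2 (adjusted p = 0.0669). FKF1 was called at 2 h without control replicate 2 (1.56), with library totals alone (1.14), with at least 10 counts in every library (1.07) and with a replicate block (1.00). All 4 were chosen after their values were seen. Time of day is a technical explanation for these genes, and longer heat a biological one. The number of unheated libraries with a 12 h label is 0. In this design time of day and hours of heat therefore cannot be told apart, for the clock unigenes or for any other unigene. The paper's tables head their columns with a control for each time, while the labels give 1 control group at 0 h.

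The 2 libraries of heat 2 h differed more from each other than the libraries of the other groups did. Brought to equal depth, the SD of their log2 difference was 0.524, against 0.281 in the controls and 0.265 at 12 h, which argues against depth as the cause, at 6.35 M counts per library. Unheated leaf RNA in replicate 2 would lower every strongly induced unigene there. Of 324 unigenes raised at least 8-fold, 99 were over 1.5 times higher in replicate 1, but 20 (6.17%) were over 1.5 times higher in replicate 2, against 0.879% between the libraries of 12 h. This argues against such a mixture as the whole cause. A biological candidate explanation is a faster response in replicate 1. A set of 173 unigenes was called at 12 h, differed the same way between 12 and 2 h, and differed over 1.5 times between these libraries. Of them, 90 lay nearer their 12 h level in replicate 1 and 83 (48%) in replicate 2. The set tends to leave out unigenes already near their 12 h level at 2 h. It also sets no condition on the change from the controls to 2 h, so it cannot decide on pace. A wider set that was looked at first, all 520 unigenes called at 12 h with such a difference, leans to replicate 1, which lay on the 12 h side in 369 (71%). A stronger or faster response in replicate 1 may therefore be part of the cause, and so may a share of unheated RNA in replicate 2. Without heat 2 h replicate 1, 5881 unigenes were changed at 2 h, and without heat 2 h replicate 2, 8501.

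Signal outside the unigenes the paper discusses appears in 412 unigenes that edgeR calls up at both times with a fitted log2 fold change of at least 5 and that have no count in either control. Their fitted values are no bound. At a floor of 3 counts over the controls, 36 of the 412 were at least 32-fold higher at both times, and the median bound was 8.77-fold at 2 h and 14.8-fold at 12 h. The unigene c165963_g1, chosen after its counts were seen, was at least 599-fold higher at 2 h and 748-fold at 12 h, and c143355_g1, chosen likewise, at least 432-fold and 74.8-fold.

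None of the 412 is in Table S6, which was read from the paper's files and holds 21 of the 56 (37.5%) such unigenes with 1 count in the controls. Chance among unigenes with few control counts is argued against by an exact Fisher test (p = 9.13e-22). A candidate explanation is that fold changes against 0 were left out of the paper's tables. Of 909 changed unigenes with no control count, 0 are in Tables S5, S6 and S7, while 39 of 366 with 1 count are, and the paper's methods do not state such a step. A difference in annotation between the 2 groups of unigenes was not tested. No biological explanation was tested for this pattern.

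A further signal is held by 198 unigenes with at least 10 counts in both libraries of heat 12 h and none in any other library. The same rule gives 3 unigenes at 2 h and 4 in the controls. One of the 198, c183380_g1, chosen after its counts were seen, held 401 and 438 counts at 12 h. Their source was not tested, technical or biological.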

How the results depend on the processing

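The alternatives for unigenes changed at either time, for those at a log2 fold change of 5 at both times, and for the Table S3 and transposon-like lists were added after the results were seen, as was leaving out unigenes at 0 control counts. The other alternatives were planned.

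No unigene called up or down by the main analysis was called in the opposite direction under any alternative. The numbers changed at 2 h, at 12 h and between the times were 6750, 13609 and 10028. With RLE size factors they were 6810, 13622 and 10053, with library totals alone 6793, 13731 and 10607, and with no filter beyond 1 count 6818, 15931 and 10821. DESeq2 gave 4970, 11470 and 7524, and the 4 libraries compared alone 6158, 14201 and 9458. A replicate block gave 6340, 13283 and 9611. No sign of a pairing by replicate number was seen: the deviations of replicates 1 and 2 from their group means correlated at -0.022 between control and 2 h, 0.011 between control and 12 h and -0.022 between 2 and 12 h. Counting error in scarce unigenes lowers such correlations, so they do not rule out a pairing. An unadjusted p gave 8038, 14260 and 11040, and no minimum fold change 9152, 16244 and 13049.

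The stricter filter of at least 10 counts in every library moved most counts by more than 1.5 times, since it tests fewer unigenes and leaves out those that are nearly absent from one condition. Changed were 3262 at 2 h, 6010 at 12 h, 4216 between the times, 7149 (of 15519) at either time and 2095 (of 4760) in the same direction. Unigenes changed at one time only that also differ between the times went from 5985 to 2355 for 12 h and from 971 to 531 for 2 h, and those at a log2 fold change of 5 at both times from 574 to 25. In Table S6, 19 of 89 members were left, all 19 at that fold change (84 before). In Table S5, 50 (of 86) were up and 12 (of 28) down at 2 h, and 107 (of 186) up and 61 (of 119) down at 12 h. Brassinosteroid members changed went from 7 to 4 at 2 h and from 18 to 10 at 12 h, auxin members from 30 to 12 and from 64 to 27, and ABA members from 15 to 9 and from 25 to 13.

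The number for 2 h, again of unigenes that also differ between the times, was 553 with DESeq2 and 1480 with no minimum fold change, and the cause was not tested. Leaving out unigenes at 0 control counts took the 574 to 162 by its construction.

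Leaving out 1 library at a time leaves 1 in its group, which is assumed to vary like the others. The number changed at 2 h ran from 4433 (without control replicate 2) to 8501 (without heat 2 h replicate 2), and was 4464 without control replicate 1. Changed at 2 h only, and different between the times, were 598 (without control replicate 1) to 1682 (without heat 2 h replicate 2). Members of Table S5 up at 2 h ran from 57 to 91 and down from 16 to 36, and auxin members changed at 2 h from 19 to 34. The lower values come from fits with 1 control library. The set test of the ABA list at 2 h (adjusted p = 0.0279 with fry) gave 0.0355 to 0.174, 0.0773 with no filter beyond 1 count and 0.0602 with the replicate block. The cause of the last 2 was not tested.

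Named unigenes changed sign only where the main analysis did not call them. At 2 h, c146214_g1 (main log2 fold change 0.02) was -0.0143 with RLE, -0.0074 with no filter beyond 1 count, -0.0139 with DESeq2, and -0.15 to 0.19 with libraries left out. The ribosomal c145069_g1 (-0.03) was 0.12 with library totals alone, 0.055 with at least 10 counts in every library, and -0.076 to 0.0056 with libraries left out. With libraries left out, c138665_g1 ran from -2.29 to 3.95, c141726_g1 from -0.36 to 2.52, c38780_g1 from -2.30 to 2.21, c142108_g1 from -0.63 to 0.35, c150819_g1 from -0.76 to 0.13, c129544_g1 from -0.35 to 0.99, c118694_g2 from -0.028 to 1.00 and c147035_g2 from -0.033 to 1.08. The cause was not tested. Differences between the times are given for the 89 named unigenes where they pass the adjusted p, a limit chosen after the values were seen. For the other 27, 36 of 340 values under alternatives had the other sign, in 15 unigenes, and none of these was called.

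Scaling shifts the balance of up and down. At 2 h, 62.8% of changed unigenes were up with TMM, 60.0% with RLE and 73.2% with library totals alone. At 12 h the shares were 52.0, 54.2 and 47.9%, so that library totals alone turn the balance over. Between the times, 45.1, 50.4 and 30.9% were higher at 12 h. The median log2 fold change of all unigenes at 2 h was 0.05, 0.01 and 0.20. In simulated data with the same spread in all conditions, edgeR called 25% of 2-fold rises at 2 h. The 2-fold limit on the fitted value itself drops part of such rises. The counts therefore leave out many changes near 2-fold.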

Differences from the paper's values

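The settings named below were fixed before the data were examined, unless stated, and those not named do not bring a value within 1.5 times of the paper's. The counts here use the paper's thresholds but cover all unigenes tested, while the paper's cover unigenes with a putative annotation.

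Changed at either time were 15519 unigenes, and the paper's number is 9878. Within 1.5 times of the paper's were the counts with at least 10 counts in every library (7149), with DESeq2, and without control replicate 1, control replicate 2, heat 12 h replicate 1 or heat 12 h replicate 2. Leaving out unigenes with no control count gave 14610, which is also within it. These settings were applied to this count after the data were seen. Up at 2 h were 4236 against the paper's 2009, within it with at least 10 counts in every library and without control replicate 1 or 2. Up at 12 h were 7078 against the paper's 4136. Within it were at least 10 counts in every library, and leaving out control replicate 2 or heat 12 h replicate 1. Also within it was leaving out unigenes with no control count, a setting chosen after the values were seen. That setting took the unigenes changed at 12 h from 13609 to 12718, and those lost can only have been up. Down at 12 h were 6531 against the paper's 4259. Within it were RLE size factors, at least 10 counts in every library, DESeq2, the replicate block, and leaving out either control or either 12 h library. Up at both times were 3102 against the paper's 1395, within it only with at least 10 counts in every library.

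At a fitted log2 fold change of at least 5 at both times stood 574 unigenes, against the paper's 89, and no setting came within 1.5 times of it. Of the 574, 412 had 0 control counts, where only a lower bound can be given, and it was 32-fold or more at both times for 36 of them. Without unigenes at 0 control counts, a setting chosen after seeing the values, 162 remained. They hold 84 members of Table S6, all that reach this limit here.

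The nitrate transporter NRT1.5 (c142584_g1) rose 53.3-fold at 12 h in the edgeR fit, against the paper's 90-fold. Its summed counts were 66.6-fold (95% counting interval 11.5 to 2675) higher from 1 control count, and DESeq2 (68.3-fold) came within 1.5 times of the paper's value. Without control replicate 2 the edgeR fit gave 26.8-fold. Without control replicate 1 it gave 276-fold, but no control count is then left, so that value is not a measured fold. The paper's own Table S6 gives it a log2 fold change of 5.92 at 12 h, beside 5.74 here.

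Of 125 log2 fold changes of named unigenes in Tables S6 and S7, 0 differ from those here by more than the standard error, and the largest gap is 0.484. Over Table S5, 324 of 329 unigenes at 2 h and 329 of 329 at 12 h have the same sign as in the paper.

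The text reports that SNAT decreased. SNAT (c150945_g1) changed by -0.38 at 2 h and -0.08 at 12 h on the log2 scale (adjusted p = 0.0881 and 0.682 from edgeR), and the paper's Table S7 gives -0.40 and -0.05. No setting called it at the 2-fold limit. At 2 h its adjusted p in edgeR was 0.0129 without heat 2 h replicate 1 and 0.0494 without heat 2 h replicate 2. Of the ASMT unigenes named in the same statement, edgeR called 7 of 7 down at 2 h, and 6 with DESeq2 or library totals alone.

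The text counts photosynthesis genes among the highly induced, and ferredoxin is among the examples it gives. The ferredoxin FD3 (c136982_g1) did rise, by 9.23 at 2 h and 7.87 at 12 h on the log2 scale. The unigenes counted next are a different set, taken at the 2-fold limit from a list of changed unigenes. Of 8 photosystem and light-harvesting unigenes in the part of Table S3 used here, none was up and 4 were down at 2 h, by edgeR at either p and by DESeq2, and 2 were up and 4 down at 12 h. One of the 2, c138665_g1, had a log2 fold change of 7.60 at 12 h (standard error 0.70), from 1 control count. The 15 unigenes of energy metabolism, transferases and dehydrogenases in Table S6 were all up, but that table was chosen for such rises.

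The text describes BRI1 and the brassinosteroid-responsive RING genes as lowered. Of 3 BRI1 unigenes, 2 were, and c151242_g2 rose at 12 h by 1.92 (standard error 0.54), with 1.96 in the paper's Table S7. That call was lost in edgeR without control replicate 2 and without heat 12 h replicate 1 (adjusted p = 0.0796 each). Among the RING unigenes c129544_g1 rose at 12 h by 2.14 (standard error 0.47), with 2.16 in the paper's table, while 3 others fell at one time at least.

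The text draws the 20 genes for quantitative PCR from the highly induced list. CYP710A (c150294_g3), CML38 (c38780_g1) and ATAF1 (c150305_g1) are not in Table S6. CYP710A had log2 fold changes of 2.58 and 2.33. ATAF1 had log2 fold changes of 0.97 and 1.10, and it was called at 2 h with library totals alone (1.12), with at least 10 counts in every library (1.07), with no minimum fold change, and without heat 2 h replicate 2 (1.48). Its call at 12 h was lost in edgeR with library totals alone (0.98), without control replicate 1 (adjusted p = 0.0858), without control replicate 2 (adjusted p = 0.0614) and without heat 12 h replicate 1 (adjusted p = 0.0869). CML38 was not called at 2 h under any setting.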

Other observations

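No test of an explanation is reported in this part.

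In the group of ABA unigenes that rise, an enzyme of ABA breakdown stands beside enzymes of its synthesis. CYP707A4 (c150585_g1) rose by 3.75 at 2 h and 4.17 at 12 h on the log2 scale (standard errors 0.24 and 0.24), and NCED3 (c155908_g1) by 1.88 and 4.40 (standard errors 0.56 and 0.45). The call of NCED3 at 2 h was lost in edgeR without control replicate 1 (adjusted p = 0.0815) and without control replicate 2 (adjusted p = 0.133), and with DESeq2 (adjusted p = 0.076), no filter beyond 1 count (adjusted p = 0.0624) and only the 4 libraries compared (adjusted p = 0.0543). All 5 PYL receptors of Table S7 were down at 12 h by edgeR, and 3 of the 5 by DESeq2. ABA itself was not measured in these libraries.

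Some names in Table S6 count upward from one entry to the next. Unigenes that share the best match of HSP18.2 are listed there under names ending in successive numbers, so the names of these unigenes do not mark separate Arabidopsis genes.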
